# GLP-1 receptor agonism results in reduction in hepatic ethanol metabolism

**DOI:** 10.1038/s44324-025-00077-y

**Published:** 2025-09-18

**Authors:** Frhaan Zahrawi, Arumugam Suyavaran, Bubu A. Banini, Wajahat Z. Mehal

**Keywords:** Hepatology, Liver diseases

## Abstract

Glucagon-like peptide 1 receptor (GLP-1R) agonists are used along with ethanol consumption, but their interactions are not understood. Our aim was to determine the effects of GLP-1R agonism on the liver in mouse models of high ethanol consumption. We identified that GLP-1R agonism reduced ethanol consumption, mitigated ethanol-induced upregulation of several liver metabolizing enzymes, including Cyp2e1 and also reduced Cyp2e1 independent of ethanol intake. As expected from a reduction in Cyp2e1, GLP-1R agonism resulted in increased blood ethanol levels. This occurred after a single dose of ethanol when given by gavage, and by the intraperitoneal route. This suggests that GLP-1R agonism can reduce ethanol-mediated hepatotoxicity despite continued ethanol consumption and elevate blood alcohol levels.

The approval of GLP-1R agonists for obesity and diabetes mellitus has resulted in higher demand and prescription for these indications, and a GLP-1R agonist is currently in a phase 3 clinical trial in metabolic dysfunction-associated steatohepatitis (MASH)^1^. The main mechanism of the therapeutic effect of GLP-1R agonists in obesity is considered to be via reduced calorie intake, and this is also considered to be true for their therapeutic effects on MASH^2^. Ethanol has a novel place in nutrition because it has some nutritional value, but with increased dosage, it precipitates a transition towards several pathologies, including ethanol-induced liver disease (ALD)^3,4^. MASH and ALD share several similarities, including excess intake of nutrients or ethanol, and the pathological features of hepatic steatosis, inflammation and fibrosis^5,6^. These similarities raise the important question of the potential therapeutic and any other effects of GLP-1R agonists in ALD and ethanol metabolism more broadly. Analogous to the well-documented ability of GLP-1R agonists to reduce appetite and food intake, there is increasing data on their ability to reduce ethanol intake in patients with AUD^7,8^. GLP-1R agonist-mediated reduction in ethanol consumption can be expected to improve ALD, and early data support this^9,10^. Hepatocytes have no or very low levels of GLP-1R, and studies report no direct effects of GLP-1R agonist on hepatocytes^11^.

Our aim was to determine the effects of systemic GLP-1R agonism on the liver. We employed the standard model of ALD in mice, extending the free access to ethanol consumption for 16 days, with up-titration of GLP-1R agonist semaglutide given subcutaneously for the first 7 days (up to a full dose of 30 nmol/Kg body weight/day via subcutaneous injection)^12^. Four experimental groups were segregated as follows: ethanol with and without GLP-1R agonism, and control liquid diet with and without GLP-1R agonism (Supplementary Fig. 1A). At day 16, the livers were examined for steatosis, changes in hepatic expression of genes involved in de novo lipogenesis, oxidant stress and inflammation. As expected, GLP-1R agonism resulted in a reduced intake of both control liquid and ethanol diets, and a corresponding reduction of body weight in both the control and ethanol groups (Supplementary Fig. 1B). Compared to the control diet, the ethanol diet resulted in a very significant increase in hepatic steatosis (perilipin 2 staining) and this was significantly less in the GLP-1R agonist-treated ethanol diet group (Fig. 1A, B). The reduction in steatosis in the GLP-1R agonist-treated group was accompanied by suppressed expression of hepatic genes for de novo lipogenesis (*Acc1*, *Srebp1c* and *Fasn*), for reactive oxygen stress (*Nrf2*, *Nox2*) and inflammation (*Mpo*, *Il-6*, *Il-12*) (Fig. 1C–E). To confirm if the reduction in oxidative stress was biochemically significant, we quantified lipid peroxidation by immunostaining for 4-hydroxynonenal (4HNE) and observed a significant increase in hepatic 4HNE in mice on ethanol, which was suppressed by GLP-1R agonist treatment (Fig. 1F, G). These data demonstrate that in mice, GLP-1R agonism results in a reduction in regular nutrient and ethanol diet intake, with less steatosis, de novo lipogenesis, inflammation and oxidative stress. 

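Liver RNA of the ethanol study was sequenced in 8 libraries, 2 from each of 4 groups. Mice received the control liquid diet (CT), the control diet with semaglutide (CT+GLP), the ethanol diet (ALC) or the ethanol diet with semaglutide (ALC+GLP). Semaglutide was raised from 1 nmol/kg to 30 nmol/kg, and livers were taken on day 16, at 9 h after a gavage of 5 g/kg ethanol or 9 g/kg maltose dextrin. The paper gives 4 mice in each control-diet group and 8 in each ethanol-diet group, and its text does not say how many were sequenced or whether a library held RNA of 1 mouse. The 2 libraries of a group were treated as replicates and are called libraries here, not mice. The sample labels and the paper differ on the strain, C57BL/6J in the labels and C57BL/6N in the paper. They also differ on the libraries, poly(A) selection from 1.5 µg of RNA in the labels and rRNA depletion from 1 µg in the paper. The authors aligned paired-end reads to mm39 with HISAT, counted them per gene with HTSeq and deposited raw counts per Ensembl gene. Library totals ranged from 12826284 to 16515717 counts in CT (median 14671000.5), from 12720258 to 16868091 in CT+GLP (median 14794174.5), from 16034911 to 18208073 in ALC (median 17121492) and from 18014452 to 18661636 in ALC+GLP (median 18338044). A gene at 3 counts or fewer in both libraries of a group was treated as at the floor of detection. From the counts, 24094 genes with a total of more than 10 counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit over the 8 libraries scaled by the TMM method. At an adjusted p under 0.05, 8426 genes differed between CT+GLP and CT, 3965 higher and 4461 lower with semaglutide. Between ALC+GLP and ALC, 3797 genes differed, 1813 higher and 1984 lower with semaglutide. Between ALC and CT, 3651 genes differed, 1758 higher and 1893 lower with ethanol. Which direction held more genes depended on the scaling, and with library size alone 56.3%, 50.3% and 56.7% of the called genes of these 3 comparisons were higher, with 2078 higher and 1587 lower in ALC vs CT. Of the alternatives, a limit of at least a 2-fold change moved these counts most, to 2661, 622 and 617 genes. Because the same CT libraries enter 2 of the comparisons and the same ALC libraries enter 2, unchanged groups were simulated in 20 draws, and no draw gave more than 7 genes in any comparison.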

To better understand the intersection between the hepatic effects of GLP-1R agonist and ethanol, we compared changes in the hepatic transcriptome by GLP-1R agonist with the changes induced by ethanol alone. We identified two gene sets. 

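The calls of CT+GLP vs CT and of ALC+GLP vs ALC, the comparisons that share no libraries, had 2832 genes in common. In 20 simulations of unchanged groups it was at most 2. Those groups hold no changed genes, so the simulations do not tell how many genes unrelated effects would share. Across genes with at least 5 CPM, a correlation over genes that are not independent replicates, the log2 fold changes of these 2 comparisons had r = 0.529, against -0.0606 to 0.0408 in the simulations, and across all tested genes r = 0.218, against -0.021 to 0.0319. Of the shared genes, 1558 had an adjusted p of 0.05 or more in ALC vs CT and form set X here. In set X, 1404 genes (90.1%) changed in the same direction with semaglutide on both diets, 642 higher and 762 lower, and 154 changed in opposite directions. The median absolute log2 fold change was 0.71 on the control diet and 0.39 on the ethanol diet. It was 0.10 in ALC vs CT, where 316 of the 1558 genes had an unadjusted p under 0.05. The difference between the 2 semaglutide effects was tested as an interaction with diet, and it passed an adjusted p under 0.05 for 763 of the 1558 genes (49%). The set held 237 genes when a change of at least 2-fold was required, the alternative that moved it most.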

Set X (921 genes) was altered by GLP-1R agonism in both the control and the ethanol diet, but not by ethanol alone. 

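A further 1274 genes were called in CT+GLP vs CT, in ALC+GLP vs ALC and in ALC vs CT, and form set Y here. No simulation of unchanged groups gave more than 1 such gene, which does not tell how many genes unrelated effects would share. In this set, 987 genes (77.5%) changed in the same direction with semaglutide on both diets, 341 higher and 646 lower. Ethanol raised 597 of the 1274 genes and lowered 677. On the ethanol diet semaglutide changed 712 genes (55.9%) against the direction of the ethanol effect, of which 377 were raised by ethanol and 335 lowered by it. ALC+GLP vs ALC and ALC vs CT share the ALC libraries, which alone makes their fold changes oppose each other. Across all genes their log2 fold changes had r = -0.38, against -0.505 to -0.452 in simulations of unchanged groups. Across genes with at least 5 CPM r was -0.146, against -0.521 to -0.422. Fold changes in those simulations are noise alone, so they do not tell how much of the observed correlation shared libraries give. This correlation is therefore not taken as evidence for or against an opposing effect of semaglutide. The interaction of semaglutide and diet was past its threshold for 927 genes (72.8%). Of the other called genes, 4217 were called in CT+GLP vs CT alone, 643 in ALC+GLP vs ALC alone and 678 in ALC vs CT alone. Both CT+GLP vs CT and ALC vs CT called 1377, and both ALC+GLP vs ALC and ALC vs CT called 322.

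**Figure D1:**
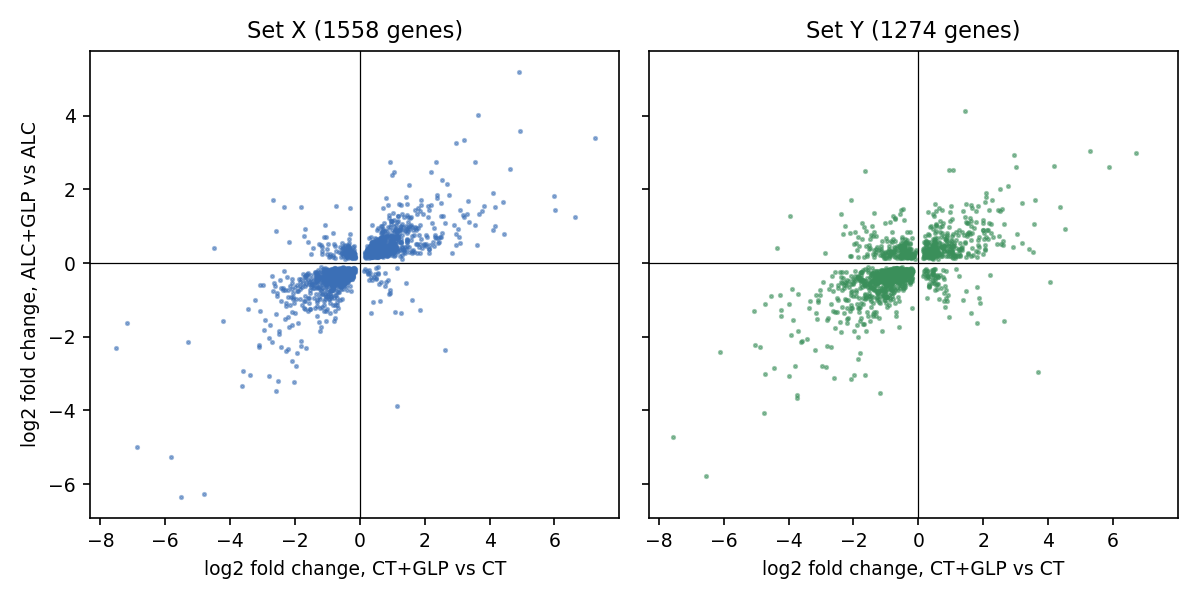
Log2 fold change with semaglutide on the control diet (x axis) against that on the ethanol diet (y axis), 1 point per gene, for the 1558 genes of set X and the 1274 of set Y. Points in the lower left and upper right quadrants are the 1404 and 987 genes that changed in the same direction on both diets, and fold changes of genes near the floor of detection depend on the prior count.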

Set Y (756 genes) was altered by GLP-1R agonism in both the control and the ethanol diet, and also regulated by ethanol in the absence of a GLP-1R agonist (Supplementary Fig. 2A). We expected set X to be enriched in GLP-1R agonism regulated genes and set Y to be enriched in GLP-1R agonism regulated genes and genes also regulated by ethanol. 

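No ontology was used here, so 24 gene lists were used, some of them for terms shown in Supplementary Fig. 2. The others were for states and cell types of the liver, for the paper's ethanol metabolism genes and for other Adh and Aldh genes. Each was compared with sets X and Y by a one-sided Fisher's exact test against all tested genes, with Benjamini-Hochberg adjustment over the 48 tests. Set X held 22 of 61 electron transport chain genes (36.1%, against 6.39% of the other tested genes, adjusted p = 7.77e-11), 19 of them lower in ALC+GLP than in ALC. It also held 10 of 21 genes of COPII vesicle budding (adjusted p = 7.77e-07), 9 of them higher, and 6 of 21 genes of N-glycosylation (adjusted p = 0.00405), each of them higher. Genes of cholesterol biosynthesis fell in both sets, 8 of 24 in X (adjusted p = 0.00026) and 12 of 24 in Y (adjusted p = 2.96e-09), and these were each higher in ALC+GLP than in ALC. Amino acid catabolism genes were mostly in Y, with 35 of 48 there (adjusted p = 6.26e-33) and 9 in X (adjusted p = 0.00713), and 33 and 9 of these were lower. Set Y also held 9 of 11 genes of bile acid synthesis (adjusted p = 8.38e-10), which were lower, 14 of 26 genes of protein folding in the endoplasmic reticulum (adjusted p = 5.29e-11), 13 of them higher, and 17 of 25 acute-phase genes (adjusted p = 3.09e-15), 16 of them higher. Ribosome biogenesis genes were not enriched in X, with 3 of 44 genes (adjusted p = 0.642), and 6 of 44 were in Y (adjusted p = 0.0489). Abundant genes lie in X or Y more often than others, so each share was also set against 10000 draws of genes matched on expression, a permutation test added after the data were examined, with Benjamini-Hochberg adjustment over 48 tests. In X the shares of the electron transport chain (permutation adjusted p = 0.0012) and COPII (0.0134) passed 0.05, and those of N-glycosylation (0.0978), cholesterol biosynthesis (0.0734) and amino acid catabolism (0.867) did not, so expression may account for these. Lists not named above also passed this permutation test in X. These were macrophage genes (11 of 16, permutation adjusted p = 0.00096), neutrophil genes (3 of 12, 0.00096) and female-biased genes (5 of 22, 0.0162). Of these, neutrophil genes had not passed Fisher's exact test (adjusted p = 0.0633). In Y the lists given for that set above passed, with permutation adjusted p-values from 0.00096 to 0.00891, except ribosome biogenesis (0.223). Further lists passed in Y. They were male-biased (15 of 21, 0.00096), female-biased (6 of 22, 0.00096), fasting-induced (15 of 27, 0.0012) and periportal genes (14 of 24, 0.00665). Clock genes that peak with Dbp (8 of 12, 0.0016), lipogenic (13 of 23, 0.0254) and erythroid genes (2 of 8, 0.0352) also passed. So did the genes of Supplementary Fig. 3D (9 of 16, 0.0044). Erythroid genes had not passed Fisher's exact test (adjusted p = 0.101). A test of whole lists, camera on voom values, passed an adjusted p under 0.05 in 77 of 96 list and comparison pairs, and the 77 also passed under fry.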

When examined by molecular function and biological process analysis, set X and set Y were both found to contain genes involved in a broad set of pathways (Supplementary Fig. 2B–G). The set of genes central to hepatic ethanol metabolism (alcohol dehydrogenase, aldehyde dehydrogenase and cytochrome P450) clustered almost entirely in sets X and Y (Supplementary Fig. 3B–D). It is known that ethanol consumption upregulates many of the genes involved in ethanol metabolism, and since GLP-1R agonism reduced ethanol consumption, it was expected that GLP-1R agonism would indirectly reduce expression of these genes^13^. It was, however, interesting to note that many of the ethanol- metabolizing genes regulated by GLP-1R agonism were in group X, which contains the genes that are not altered by ethanol. This demonstrates that GLP-1R agonism also regulates (mostly reducing) ethanol-metabolizing genes, which are independent of ethanol intake.

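The 16 genes listed in Supplementary Fig. 3D each fell in the set named there, 6 in X, 9 in Y and 1 in Z, when sets were formed from the calls of the 3 comparisons. The list was drawn up on these libraries, so this is not independent evidence. Adjusted over the list alone, 15 of the 16 genes passed 0.05 in CT+GLP vs CT, 16 in ALC+GLP vs ALC and 11 in ALC vs CT, and adjusted over all genes tested the numbers were 15, 16 and 10. The set of a gene near a threshold depends on the processing. Adh1 had a log2 fold change of 0.10 (standard error 0.03, adjusted p = 0.0416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in ALC+GLP vs ALC, which was 0.063 without ALC+GLP replicate 2, and over the alternatives its adjusted p ran from 0.000186 to 0.0758. With no filter it was the latter and with DESeq2 on 8 libraries 0.0549, and Adh1 was then called in CT+GLP vs CT alone. Adh5 moved to set X with library size alone as the scaling. Requiring a 2-fold change left 3 of the 16 genes in their set. Among all tested genes named Adh, 4 of 6 were in X or Y, against 11.7% of the other genes (Fisher's exact test with both tails, Benjamini-Hochberg adjusted p = 0.00235). For Aldh genes it was 10 of 19 (adjusted p = 2.5e-05) and for Cyp genes 45 of 85 (adjusted p = 7.44e-20). Abundant genes are called more often, so 10000 random sets matched on expression were drawn for each family, and they had medians of 33.3%, 31.6% and 27.1% in X or Y. A share as high as that of the family came up in 808 of the draws for Adh, 436 for Aldh and 0 for Cyp. Reads of the antisense genes that overlap Adh1, Adh5, Adh7, Aldh3a2, Aldh3b1, Aldh1a1 and Acss2 may be counted with them, since the paper's text does not say whether counting used strand, and a second gene also named Adh6-ps1 overlaps Adh6-ps1 on the same strand.

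**Figure D2:**
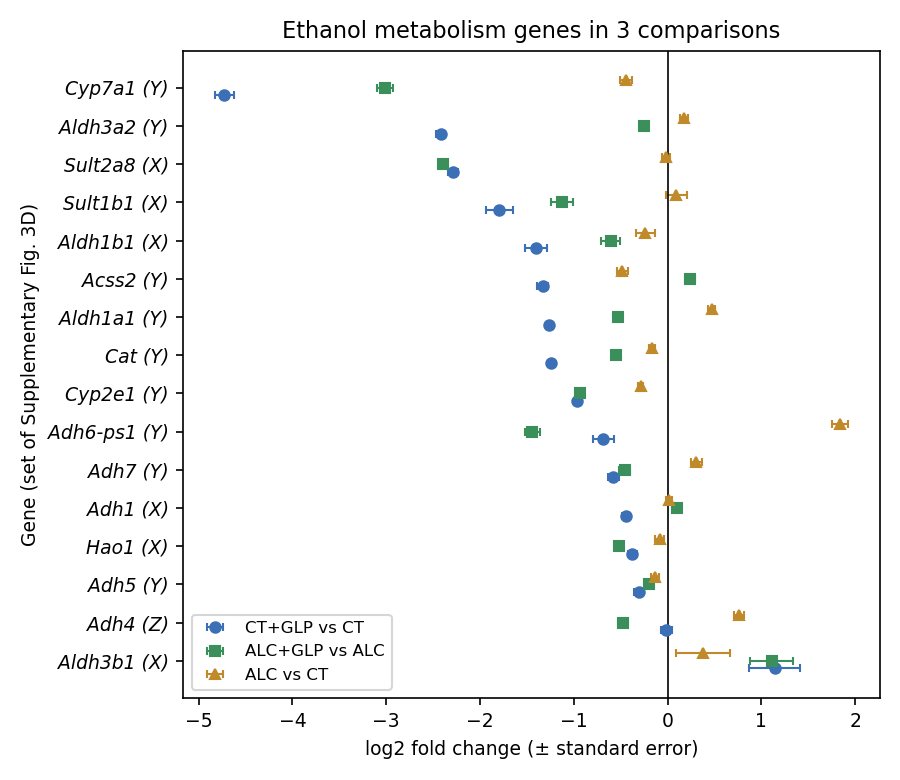
Log2 fold change (x axis, ± standard error) of the 16 genes in CT+GLP vs CT, ALC+GLP vs ALC and ALC vs CT, 2 libraries per group, with the set of Supplementary Fig. 3D in brackets. With semaglutide 14 genes were lower on the control diet and 13 on the ethanol diet, and Aldh3b1 was higher on both.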

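In ALC vs CT, 5 of the 16 listed genes were higher with ethanol, 5 were lower and 6 did not pass an adjusted p under 0.05, and as a list they were not past the threshold of camera (median log2 fold change -0.0028, Benjamini-Hochberg adjusted p = 0.98). That median ran from -0.022 to 0.015 over the 4 fits that each left out a library, and with library size alone as the scaling it was 0.032. The largest rise among them was that of Adh6-ps1, with a log2 fold change of 1.84 (standard error 0.09, adjusted p = 5.43e-47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 64.7 ± 1.21 CPM (SD, n = 2 libraries) in ALC and 18.1 ± 0.563 (SD, n = 2) in CT. Adh4 rose by a log2 fold change of 0.76, Aldh1a1 by 0.47, Adh7 by 0.31 and Aldh3a2 by 0.18. Semaglutide on the ethanol diet lowered each of these 5 genes, with log2 fold changes of -1.44 for Adh6-ps1, -0.48 for Adh4, -0.53 for Aldh1a1, -0.46 for Adh7 and -0.25 for Aldh3a2. The 5 genes that ethanol lowered were Acss2, Cyp7a1, Cyp2e1, Cat and Adh5, with log2 fold changes from -0.48 to -0.13. Of these, semaglutide on the ethanol diet raised Acss2 and lowered the other 4.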

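The 6 listed genes of set X had adjusted p-values from 0.11 to 0.863 in ALC vs CT and log2 fold changes from -0.24 to 0.38. The highest was that of Aldh3b1, which had 24 to 41 counts in the CT and ALC libraries and a standard error of 0.29, so a change of this size was not detectable at this depth. With semaglutide, Sult2a8 fell most of the 6, from 516 ± 22.2 CPM (SD, n = 2 libraries) in CT to 105 ± 12.9 (SD, n = 2) in CT+GLP and from 509 ± 15.0 (SD, n = 2) in ALC to 97.0 ± 0.554 (SD, n = 2) in ALC+GLP. Sult1b1, Aldh1b1 and Hao1 were also lower on both diets, with log2 fold changes of -1.79, -1.40 and -0.38 on the control diet and -1.13, -0.61 and -0.52 on the ethanol diet. Aldh3b1 was higher on both, by 1.14 and 1.11. Adh1 was lower on the control diet (-0.45) and higher on the ethanol diet, and the interaction of semaglutide and diet was 0.54 (standard error 0.05, adjusted p = 3.39e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With offsets that remove trends with GC content and transcript length, an alternative chosen after seeing the data, Hao1 (edgeR adjusted p = 0.00625, and up to 0.542 over the alternatives) and Sult2a8 (0.0346, and up to 0.959) passed the threshold in ALC vs CT and moved to set Y.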

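Across the 16 listed genes, the log2 fold changes with semaglutide ran from -4.73 to 1.14 on the control diet and from -3.01 to 1.11 on the ethanol diet, with Cyp7a1 the lowest on both. The semaglutide effect on the list was larger on the control diet, with a median of -1.10 against -0.53 on the ethanol diet and a median interaction of 0.33 (camera adjusted p = 3.16e-06, fry adjusted p = 3.22e-05). The interaction passed its threshold for 8 genes upward and for 2 downward, among them Aldh3a2 with a value of 2.17 (standard error 0.06, adjusted p = 7.54e-79 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the listed genes in group X, which were changed with semaglutide and not with ethanol alone, the paper concludes that GLP-1R agonism also regulates genes of ethanol metabolism, and mostly reduces them, independently of ethanol intake.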

**Fig. 1:**
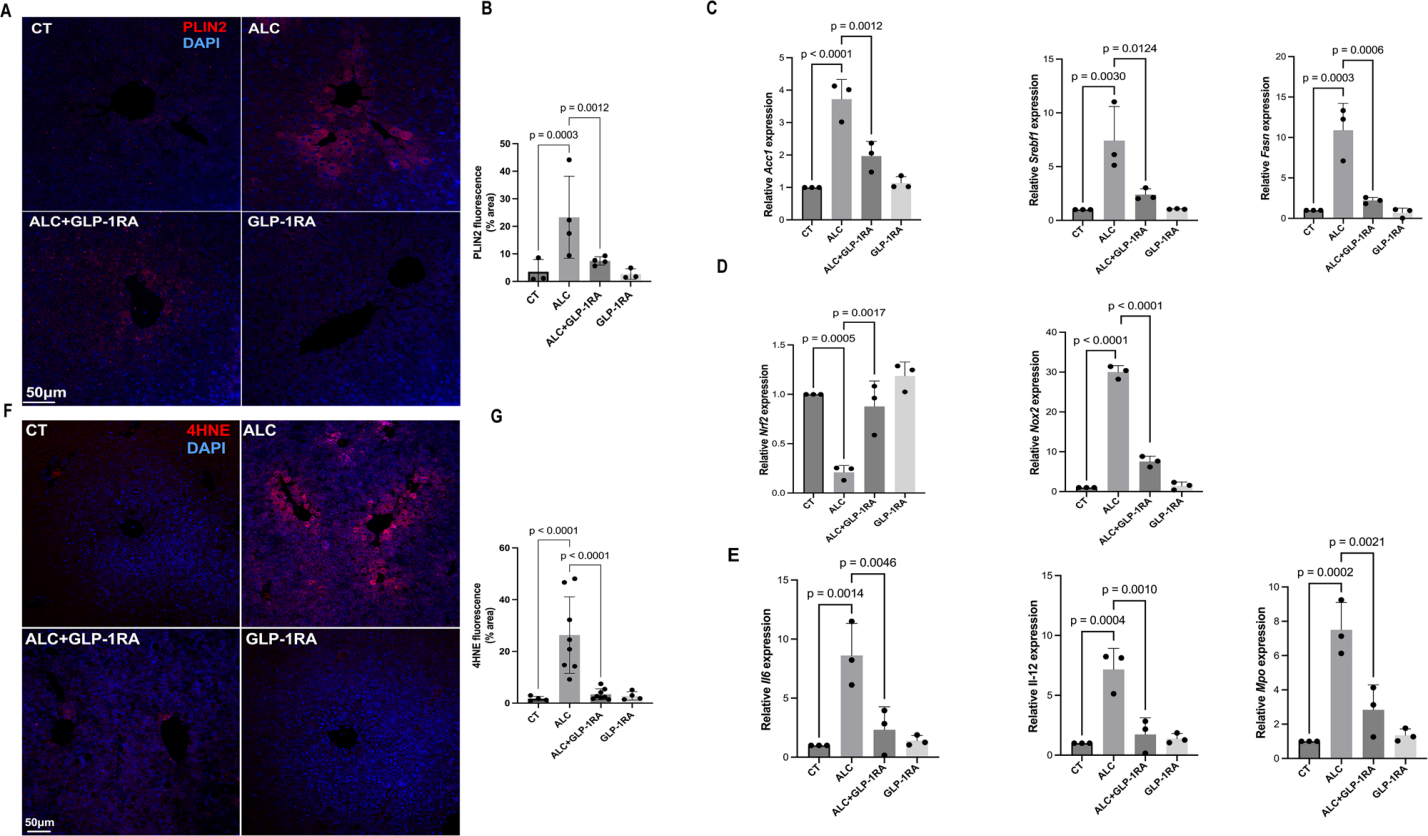
GLP-1R agonism reduces hepatic steatosis, inflammation and redox injury. **A**, **B** Immunofluorescence staining for lipid marker PLIN2 in liver sections (scale = 50 µm) with quantification performed using ImageJ. At least five images were analyzed per sample. Sample size: CT and CT + GLP-1R *N* = 3; ALC and ALC + GLP-1R *N* = 4. Data were presented as mean ± SD, with statistical analysis by two-way ANOVA with Holm–Šídák’s test. **C** qPCR analysis of key lipogenesis-related genes, including *Acc1, Sreb1f*, and *Fasn*. Data presented as mean ± SD; sample size: *n* = 3 biologically independent samples. Statistical comparisons were made using one-way ANOVA with Dunnett’s test. **D** qPCR analysis of genes associated with oxidative stress, including *Nrf2 and Nox2*. Data presented as mean ± SD; sample size: *n* = 3 biologically independent samples. Statistical comparisons were made using one-way ANOVA with Dunnett’s test. **E** qPCR analysis of inflammatory genes, including *Il-6, Il-12 and Mpo*. Data presented as mean ± SD; sample size: *n* = 3 biologically independent samples. Statistical comparisons were made using one-way ANOVA with Dunnett’s test. **F**, **G** Immunofluorescence staining for 4-hydroxynonenal (4HNE) in liver sections (scale = 50 µm), with quantification performed using ImageJ. At least five images were analyzed per sample per group. Sample size: CT and CT + GLP-1R *N* = 4; ALC and ALC + GLP-1R *N* = 8. Data were shown as mean ± SD, with statistical analysis by two-way ANOVA with Holm–Šídák’s test.

Hepatocyte Cyp2e1 plays a major role in ethanol metabolism, generating high levels of ROS, which can damage hepatocytes^13^. 

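Cyp2e1 (ENSMUSG00000025479) lies on chromosome 7 of GRCm39 from 140343652 to 140355167, and no other annotated gene overlaps its exons. Its TMM-scaled level was 9672 ± 28.5 CPM (SD, n = 2 libraries) in CT and 4966 ± 37.3 (SD, n = 2) in CT+GLP, a log2 fold change of -0.96 (standard error 0.03, adjusted p = 4.82e-78 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the ethanol diet it was 7917 ± 108 (SD, n = 2) in ALC and 4154 ± 74.0 (SD, n = 2) in ALC+GLP, a log2 fold change of -0.93 (standard error 0.03, adjusted p = 3.6e-75 from the same edgeR test). Between 64656 and 154819 reads per library were counted on the gene. In the fits that each left out a library, the log2 fold change stayed between -0.98 and -0.96 on the control diet and between -0.95 and -0.91 on the ethanol diet. The interaction of semaglutide and diet was 0.03 (standard error 0.04, edgeR adjusted p = 0.655), from 0.018 without ALC replicate 1 to 0.051 without CT+GLP replicate 2, and its sign changed with library size alone as the scaling (-0.046) and with GC and length offsets (-0.027). Ethanol without semaglutide lowered Cyp2e1 mRNA by a log2 fold change of -0.29 (standard error 0.03, edgeR adjusted p = 7.44e-19).

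**Figure D3:**
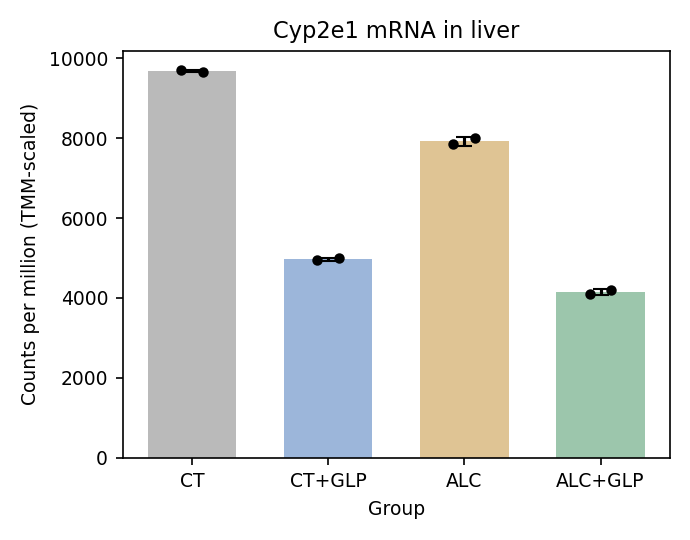
Cyp2e1 mRNA in liver by group, in TMM-scaled CPM (y axis). Bars are means with the SD of 2 libraries and points are the libraries. Both libraries with semaglutide lie below both libraries without it on each diet.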

Bulk RNA-Seq data suggested reduced levels of *Cyp2e1* in mice treated with GLP-1RA when given free access to a regular diet or a liquid ethanol diet (Supplementary Fig. 3B). Importantly, we confirmed that hepatocyte Cyp2e1 protein levels were significantly lower in the presence of GLP-1R agonism in both the control and ethanol consumption group (Fig. 2A, B)^13^. To test if GLP-1R agonism can reduce *Cyp2e1* mRNA and protein levels independently of ethanol consumption, we examined the effect of GLP-1R agonism in the absence of food and ethanol intake. After a single subcutaneous dose of the GLP-1R agonist semgalutide (30 nmol/Kg), mice were given free access to water but no food or ethanol. After 16 h, the livers were examined for mRNA and protein levels of CYP2E1. There was a significant reduction in *Cyp2e1* gene expression and protein levels in the GLP-1R agonist group compared to the control (Fig. 2C, D). The fact that GLP-1R agonism can reduce *Cyp2e1* levels independent of ethanol intake suggests that GLP-1R agonism may reduce ethanol metabolism and, therefore, result in higher serum ethanol levels. To test if GLP-1R agonism can increase blood ethanol levels, a fixed dose of ethanol (2.5 g/kg) was administered by a single gavage or intraperitoneally to C57BL/6N mice, and serum ethanol concentration was measured at 30, 90, 150, 270, and 330 min. GLP-1R agonism resulted in significantly elevated blood ethanol levels at 30, 90, and 150 min after ethanol gavage in male and female mice, compared to ethanol gavage alone (Fig. 2E, F). Intraperitoneally administered ethanol also resulted in higher plasma concentrations in the presence of GLP-1R agonism, demonstrating that the ethanol-metabolizing enzymes present in the intestinal epithelium are not major contributors to this GLP-1R agonism effect on blood ethanol levels (Fig. 2F).

**Fig. 2:**
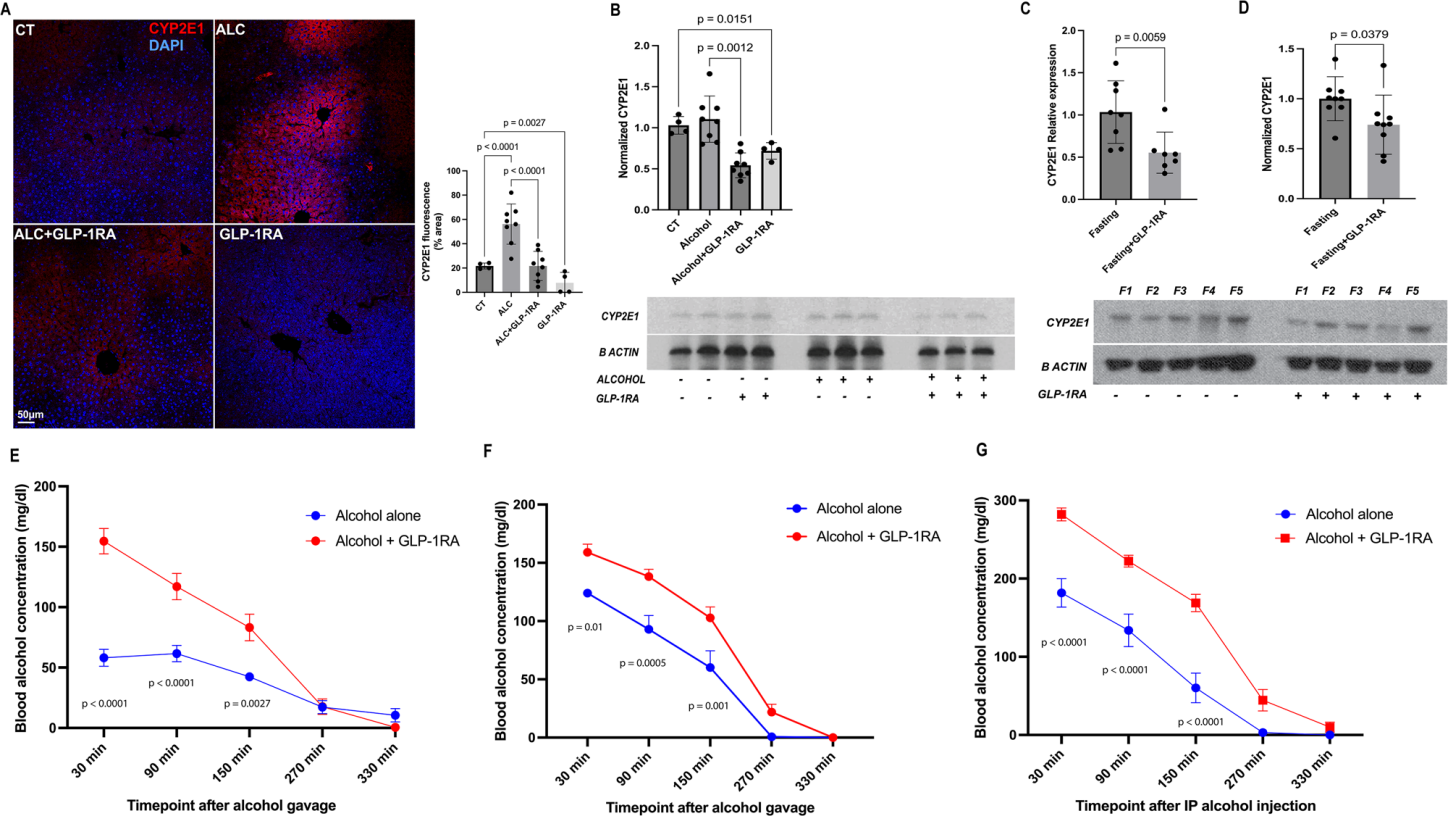
GLP-1R agonism results in reduced liver levels of Cyp2e1, and higher blood levels of ethanol. **A** Immunofluorescence staining for Cyp2e1 in liver sections (scale = 50 µm). Quantification of fluorescence intensity was performed using ImageJ, with five images analyzed per sample. sample size: CT and CT + GLP-1R *N* = 4; ALC and ALC + GLP-1R *N* = 8. Data were presented as mean ± SD; statistical analysis by two-way ANOVA with Holm–Šídák’s test. **B** Western blot analysis of Cyp2e1 protein expression in ethanol study, sample size: CT and CT + GLP-1R *N* = 4; ALC and ALC + GLP-1R *N* = 8. Statistical analysis was done using Brown–Forsythe and Welch’s ANOVA tests. Data were shown as mean ± SD. **C** Relative mRNA expression of *Cyp2e1* was measured by qPCR in the fasting group vs. fasting + GLP-1R group. Mice were fasted for 16 h after GLP-1R agonist administration to control for oral intake. Statistical analysis by (Mann–Whitney *U*-test). Data were shown as mean ± SD. Sample size: fasting group *N* = 8; fasting + GLP-1R *N* = 7. **D** Western blot analysis of Cyp2e1 protein expression in the fasting experiment, with quantification as mean ± SD. Statistical analysis by (Mann–Whitney *U*-test). Data were shown as mean ± SD—data presented from eight independent samples for each group (*n* = 8). **E** Blood ethanol concentration over time following a single subcutaneous dose of GLP-1R agonist (30 nmol/kg) or saline, administered the night before ethanol gavage (2.5 g/kg). Blood samples were collected at 30, 90, 150, 270, and 330 min post-gavage. Sample sizes: *n* = 5 for ethanol (gavage) + saline group, *n* = 4 for ethanol(gavage) + GLP-1R agonist group. Group. Statistical analysis by two-way ANOVA with Holm–Šídák’s test showed a significant *P* < 0.001 difference between the groups at times (30, 90, 150 min *p* = 0.002) with a mean difference of −36 (SE 8.5). This was performed on male mice. **F** Blood ethanol concentration over time following a single subcutaneous dose of GLP-1R agonist (30 nmol/kg) or saline, administered the night before ethanol gavage (2.5 g/kg). Blood samples were collected at 30, 90, 150, 270, and 330 min post-gavage. Sample sizes: *n* = 6 for ethanol (gavage) + saline group, *n* = 6 for ethanol (gavage) + GLP-1R agonist group. Statistical analysis by two-way ANOVA with Holm–Šídák’s test showed a significant *P* < 0.01 difference between the groups at times (30, 90, 150 min) with a mean difference of −29 (SE 7.8). This was performed on female mice. **G** Blood ethanol concentration over time following intraperitoneal (IP) ethanol injection (2.5 g/kg). Blood samples were collected at 30, 90, 150, 270, and 330 min post IP injection. Sample sizes: *n* = 6 for ethanol (IP) + saline group, *n* = 6 for ethanol (IP) + GLP-1R agonist group. Statistical analysis by two-way ANOVA with Holm–Šídák’s test showed a significant *P* < 0.001 difference between the groups at times (30, 90, and 150 min) with a mean difference of −70 (SE 13.4). This was performed on male mice.

It was expected, and we confirmed that with free access to ethanol, GLP-1R agonists would reduce ethanol intake, liver steatosis, inflammation and ROS. The reduction in ethanol intake provides a therapeutic rationale for the use of GLP-1R agonists in ALD. Since GLP-1R are absent, or are present only at very low levels on hepatocytes, it was also expected that in the absence of ethanol or nutrient regulation GLP-1R agonism would not affect ethanol-metabolizing enzymes. In fact, the opposite was discovered, and GLP-1R agonism was found to significantly reduce expression of hepatic *Cyp2e1* independently of nutrient and ethanol intake, with the predictable consequence of higher serum ethanol levels after a fixed ethanol dose. These findings have several real-world consequences. The hepatotoxicity of ethanol is primarily from metabolism to acetaldehyde, and by reducing ethanol metabolism from ethanol to acetaldehyde, GLP-1R agonism may be hepatoprotective, independent of a decrease in ethanol consumption^14^. This would broaden the rationale for the therapeutic use of GLP-1R agonism in ALD beyond individuals who have successfully reduced their ethanol intake. A second consequence of the use of GLP-1R agonists may be the higher-than-expected blood ethanol levels. The full implications for this have yet to be assessed. If the metabolism of ethanol in other organs is not reduced by GLP-1R agonists, then it is possible that the elevated blood levels caused by reduced hepatic metabolism could have detrimental effects on other organs, shifting ethanol metabolism and production of acetaldehyde from the liver to other organs. Finally, the mechanism by which central GLP-1R agonism can regulate hepatic gene transcription in the absence of GLP-1R on hepatocytes is of great interest. This may be due to GLP-1R-mediated upregulation of the sympathetic system, as has recently been demonstrated for central GLP-1R effects on innate immunity^15^.

## Methods (including statistics and reproducibility)

### Animals model

Animal studies were conducted according to guidelines set by the National Institutes of Health (NIH) and protocols approved by the Animal Care and Use Committee of Yale University. Mice were kept in individual ventilated cages.

First experiment: (Ethanol study), twenty-four male C57BL/6 N mice aged 12–14 weeks were purchased from NIAAA and were kept in an environment with controlled temperature (23˚C ± 1 °C) and a 12-h light/12-h dark cycle. They were given unrestricted access to both water and standard mouse chow after a pre-acclimation period of one week. Subsequently, the mice were acclimated to the Lieber-Decarli liquid control diet for five days, ad libitum. Half of the cohort were continued on the control diet while the other half were switched to an ethanol diet. Within both groups, mice were subdivided to receive subcutaneous semaglutide or saline for 15 days (Supplementary Fig. 1A). Thus, the groups were as follows: Group 1 (*n* = 4) - control liquid diet; Group 2 (*n* = 8) - ethanol diet; Group 3 (*n* = 8) - ethanol diet with subcutaneous semaglutide; and Group 4 (*n* = 4) - control diet with subcutaneous semaglutide.

Second experiment: (Fasting study), We obtained male and female C57BL/6 N mice aged 12–14 weeks, and they were given unrestricted access to both water and standard mouse chow after a pre-acclimatizing period of 1 week. The mice were separated into four groups. Group 1 (*n* = 4) – chow diet; Group 2 (*n* = 5) – chow diet with semaglutide; Group 3 (*n* = 8) 16-h fasting mice; and Group 4 (*n* = 7) 16-h fasting mice with semaglutide. The mice received a single dose of 30 nmol/kg of subcutaneous injection of semaglutide before fasting. After 16 h mice were euthanized, and liver tissues were collected.

A priori, it was established that any animal showing signs of illness or distress prior to the start of the experiment would be excluded from participation. Criteria for exclusion included weight loss greater than 10% of the group mean, reduced food or water intake, or lack of grooming behavior. No animals met these criteria, and thus none were excluded. The experimental procedures were performed by regulations adopted by the National Institute of Health and approved by the Institutional Animal Care and Use Committee, Yale University. Anesthesia was induced using isoflurane, and animals were sacrificed by cervical dislocation under isoflurane anesthesia.

### Diets

Chronic plus binge ethanol feeding was given as per the NIAAA protocol^16^. The Lieber-Decarli control liquid diet was prepared by combining 225 g of dry mix (Bio-Serv, Product F1259SP) with 860 ml of potable water to produce 1000 ml of control liquid diet. The ethanol liquid diet consisted of 133 g of dry mix (Bio-Serv, Product F1258SP), 20.3 g of maltose dextrin, 910 ml of potable water, and 52.6 ml of 95% ethanol, producing 1000 ml of ethanol liquid diet. For the maltose gavage, 9 g of maltose dextrin was dissolved in 20 ml of water. The ethanol gavage was prepared by mixing 6.6 ml of 95% ethanol with 13.4 ml of water to produce 20 ml of solution. Mice received gavage once on day 16. Body weight and food consumption were tracked daily. For the second experiment (Fasting study) mice on the chow arm were maintained on a standard chow diet, While the fasting arm mice have only access to the water for 16 h.

### GLP-1A administration

For the first experiment (ethanol study), mice in Groups 3 and 4 (semaglutide groups) received semaglutide (OZEMPIC; NDC Code: *0169-4130-01*) via subcutaneous injection every morning at 9:00 am for a period of 15 days post liquid diet acclimatization^12^. Semaglutide dose escalation was performed to a target dose of 30 nmol/kg as follows: 1 nmol/kg on days 1 and 2; 3 nmol/kg on days 3 and 4; 10 nmol/kg on days 5 and 6; and 30 nmol/kg on days 7 through 15. Semaglutide doses were based on published data^17^. The dose titration was performed to minimize GLP-1A-associated side effects. The other two groups were administered 0.9% sodium chloride injections to serve as a control for any potential stress due to the injection.

For the second experiment (Fasting study) a subgroup from the fasting arm and a subgroup from the chow arm received either single dose of semaglutide 30 nmol/kg or 0.9% sodium chloride injections to serve as control for stress due to injection.

### Sample collection

For the first experiment (ethanol study), on day 16, mice in Groups 2 and 3 (Lieber-Decarli ethanol diet groups) were gavaged with 5 g/kg of body weight ethanol, while mice in Groups 1 and 4 were gavaged with 9 g/kg of body weight maltose dextrin. At 9 h following gavage, mice were euthanized and blood samples and tissue samples were collected for histology, RNA and protein analyses. For histology, the left hepatic lobe was enclosed in a prelabelled histology cassette and fixed in 10% neutral buffered formalin for 24 h, followed by 70% ethanol for another 24 h before submission for tissue processing. Other portions of the liver were snap-frozen in liquid nitrogen until further processing.

For the second experiment (Fasting study): Mice were sacrificed after 16 h of fasting, and livers were collected and snap-frozen in liquid nitrogen until further processing.

### H&E and Immunofluorescent

Formalin-fixed liver tissues were processed for paraffin embedding and stained with hematoxylin and eosin. The slides were scanned using a Motic Easy Scan slide scanner at 40× objective setting and were assessed using the Motic DS assistant software. Paraffin sections were immunostained to detect PLIN2, 4HNE, and CYP2E1 expression. Briefly, the paraffin sections were cleared in xylene and hydrated in descending grades of ethanol. The slides were subjected to antigen retrieval via citrate buffer pH 6.5 (Vector Labs) using a heat retrieval protocol. The slides were then blocked with 2% goat serum in 1 × TBST for 1 h at room temperature, and incubated with anti-mouse PLIN2 antibody (Thermo Fisher Scientific Cat #15294-1AP), anti-mouse 4HNE antibody (Thermo Fisher Scientific Cat #MA5-27570) and anti-rabbit CYP2E1 antibody (Abcam Cat #ab28146). The recommended dilution was used overnight at 4 °C followed by staining with anti-rabbit/mouse antibody tagged with Alexa 555 with recommended dilution for 1 h at room temperature. The slides were washed and mounted with Prolong gold anti-fade mountant with DAPI (Thermo Fisher Scientific) and imaged using white light laser Leica SP8 confocal laser scanning microscope. The images were mostly acquired under a 40 × oil immersion objective with 1024 × 1024 pixel dimensions. Photomultiplier tube detectors were used for abundant proteins at visible range wavelengths. The images from immunostaining were exported as Leica image files and were processed using LASX software. The images were uniformly amended with minimal Gaussian blur to reduce graininess.

### Confocal microscopy

Fluorescence images of immunostained liver tissue sections were taken with a WLL (while light laser) Leica Stellaris DIVE confocal microscope. The images were mostly acquired under a 25× water immersion objective with 1024 × 1024 pixel dimensions. A highly sensitive HyD detector with gating was used for imaging. The images from immunostaining were exported as Leica image files (LIF) and were processed using IMARIS software version 9.8 (bitplane). The images were uniformly amended with minimal Gaussian blur to reduce graininess. The images of individual channels and/or overlay were saved as high-resolution TIF files. Further, the exported images were analyzed using the ImageJ software package (NIH) for further analysis.

### Quantitative real-time PCR

RNA was extracted from snap-frozen mouse liver samples. Approximately 10 mg of liver tissue was homogenized in Qiazol lysis buffer, and RNA was extracted using MiRNeasy Micro Kit (50) (QIAGEN Cat #74104). Following this, the RNA was transcribed into cDNA employing the oligo(dT) primer and the High-capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific Cat #4368814). Subsequently, quantitative RT-PCR was performed utilizing the Quant Studio 6 flex instrument (Thermo Fisher Scientific Cat #4485691). The expression of each gene of interest (Supplementary Table 1) was assessed using the Comparative CT method employing SYBR green master mix (Invitrogen Cat #4309155). The CT values of all the groups for expression of each gene of interest were normalized to their respective β-actin values and were presented as relative fold change of gene expression as compared to the control group.

### Western blot

The total protein extracts were prepared using RIPA buffer (50 mM Tris, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM Na3VO4, 5 mM NaF, and 1% cocktail protein protease inhibitors (Sigma). Samples were processed on ice and then were centrifuged at 13,200×*g* for 10 min at 4 °C and 1X protease inhibitor in a microcentrifuge. The concentrations of protein extracts were determined by using the BCA Protein Assay Kit (Thermo Fisher Cat #23225), then protein samples were mixed with 3× loading buffer and loaded in equal amounts into the wells of 4–12% Bis-Tris protein gels (Bio-Rad) to transfer the proteins to PVDF membranes (Millipore).

The primary antibodies used for analysis included anti-CYP2E1 (1:1000; Abcam, Cat #ab28146), anti-β-Actin (1:1000; Cell Signaling, Cat # 4967), and anti-GAPDH (1:1000; Cell Signaling Technology, Cat #2118). Secondary horseradish peroxidase-conjugated antibodies (1:10,000; Cell Signaling Technology, Cat #7076 (mouse) and 7074 (rabbit) were used for analysis.

### Bulk RNA Seq

RNA quality was determined by RNA integrity number with Agilent Technologies 2100 Bioanalyzer (Cat #5067-1511), to confirm that all samples had an RNA integrity number exceeding 9 and were deemed suitable for further analysis. Total RNA (1 μg) was used for library synthesis using TruSeq V2 RNA-Seq kit. RNA sequencing library was prepared via the rRNA depletion method for the first experiment (ethanol study). Quality control analysis and quantification of the sequencing library were performed using Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip (Cat #5067-5592). Paired-end sequencing was performed on Illumina’s NovaSeq 6000 sequencing system. The library preparation and sequence analysis were performed by the Yale Center for Genome Analysis (YCGA), and our lab performed bioinformatics analysis.

### Pre-processing and differential gene expression analysis of bulk RNA-seq data

Quality check and alignment of the reads was done by Partek Flow; HISAT software was used to compare the reads against the mouse reference genome *Mus musculus* (mouse) – mm39; and mapped reads were obtained using HTSeq. The count matrix was loaded into RStudio (version 4.3.1), prefiltering of low reads (≤10 reads) was performed, and DESeq2 package version 1.42.0 was used to perform statistical analysis and normalize the DEGs between the groups, genes reaching statistical significance with adjusted *P* value <0.05 between the groups were examined. Over-representation analysis of the DEGs was done by using ShinyGo 0.80 to show the top 20 pathways, ranked based on fold enrichment, and false discovery rate (FDR ≤0.05).

### Blood ethanol concentration BAC experiment

We obtained male and female C57BL/6 N mice aged 12–14 weeks, and they were given unrestricted access to both water and standard mouse chow after a pre-acclimatizing period of 5 days. The mice were separated into two groups; one group was given a single subcutaneous injection of 30 nmol/kg b.wt. semaglutide or subcutaneous saline overnight. On the next day, mice were given a single dose of oral gavage of 2.5 g/kg b.wt. ethanol with a 20 G gavage needle (catalog no. AFN2038C) to both groups. Two additional groups were also injected intraperitoneal (IP) 2.5 g/kg b.wt. ethanol directly into the lower left area of the mouse abdomen with 25G needle and 1-ml syringe to eliminate the decreased gastric emptying effect of GLP-1RA. The experiments were conducted in three parts:

Experiment 1 (male mice): Ethanol (gavage) + saline group (*n* = 5) vs. ethanol(gavage) + GLP-1R agonist group (*n* = 4). One animal was excluded due to cessation of breath and death following alcohol gavage.

Experiment 2 (female mice): Ethanol (gavage) + saline group (*n* = 6) vs. ethanol(gavage) + GLP-1R agonist group (*n* = 6).

Experiment 3 (male mice, IP ethanol): Ethanol (IP) + saline group (*n* = 6) vs. ethanol (IP) + GLP-1R agonist group (*n* = 6) was done on male mice.

Whole blood samples were collected from the tail vein in 20-μl heparinized capillary tubes (Fisher Scientific company LLC #22-362566), anesthesia was induced using isoflurane, the blood samples were transferred quickly (10 s) to 2-ml gas chromatographic septum sealed vials (Sigma #29381-U) containing 200 μl of an internal standard solution consisting of 0.6 N perchloric acid and 4 mM n-propanol in double distilled water on ice. Vials were stored at 4 °C and analyzed the next day by headspace gas chromatography^18^.

Headspace analysis was performed by Yale Chemical and Biophysical Instrumentation Center (CBIC). The concentrations of EtOH samples were calculated by comparing the integrated areas of EtOH peaks (3 peaks) on the gas chromatograms with those of 1-propanol peaks (2 peaks), internal standards added in each sample and were normalized to the internal standard (1-propanol). A calibration curve was prepared with known EtOH concentrations and 1-propanol as the internal standard to calculate the absolute ethanol concentration in the blood samples.

### Statistical analysis

A randomization algorithm was used for randomly assigning each cage to the various experimental groups, while treatments were administered in a randomized order per cage. All cages were kept in the same row of each rack. To minimize bias, blinding was applied at various stages of the study. FZ was blinded during the allocation of the groups, conduct of the experiments, and outcome assessments, while AS, WM, and BB were not. All investigators were involved in the data analysis stage were not blinded during this phase. The sample size for the experiments was based on previous experience in the lab with a similar model.

All statistical analyses were performed using Prism 10.0.2 by GraphPad Software, Inc. (CA, USA). Data on ethanol consumption and body weight were analyzed using one-way ANOVA, followed by Šídák’s multiple comparisons. qPCR results from the first experiment (ethanol study) were analyzed using one-way ANOVA, followed by Dunnett’s test. Immunofluorescent quantifications were analyzed by Two-way ANOVA, followed by post-hoc test (Holm–Šídák’s). qPCR and western blot results from the Second experiment (Fasting study) were analyzed using the Mann–Whitney *U*-test. Western blot results from the first experiment (ethanol study) were analyzed by Brown–Forsythe and Welch’s ANOVA tests.

Two-way repeated measures ANOVA was used to compare blood ethanol concentration between the two groups over the five-time points, considering group and time as factors. Follow up with post-hoc (Holm–Šídák’s). Analyses were done separately for each experiment based on sex and route of drug administration.

## Supplementary information

Supplementary information

## Data Availability

Bulk RNA sequencing data from the first experiment (Alcohol study) has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE291407. All relevant raw and processed data are included and will be publicly available upon publication.

# Supplementary material for: GLP-1 receptor agonism results in reduction in hepatic ethanol metabolism
**Source:** NPJ Metab Health Dis. 2025 Sep 18;3:36. doi: 10.1038/s44324-025-00077-y
**Supplement:** Supplementary file 1 — Supplementary information

Supplemental Table 1.

| Gene Name | Primer                                            |
|-----------|---------------------------------------------------|
| Nox2      | (TGGCGATCTCAGCAAAAGGTGG, GTACTGTCCCACCTCCATCTTG)  |
| Fasn      | (CACAGTGCTCAAAGGACATGCC, CACCAGGTGTAGTGCCTTCCTC)  |
| Il6       | (TACCACTTCACAAGTCGGAGGC, CTGCAAGTGCATCATCGTTGTTC) |
| Nrf2      | (CAGCATAGAGCAGGACATGGAG, GAACAGCGGTAGTATCAGCCAG)  |
| Mpo       | (CGTGTCAAGTGGCTGTGCCTAT, AACCAGCGTACAAAGGCACGGT)  |
| Sreb1f    | (CGACTACATCCGCTTCTTGCAG, CCTCCATAGACACATCTGTGCC)  |
| Il12      | (ACGAGAGTTGCCTGGCTACTAG, CCTCATAGATGCTACCAAGGCAC) |
| Acc1      | (GTTCTGTTGGACAACGCCTTCAC, GGAGTCACAGAAGCAGCCCATT) |
| Cyp2e1    | (AGGCTGTCAAGGAGGTGCTACT, AAAACCTCCGCACGTCCTTCCA)  |

Supplemental Table 1: Primer sequence of the genes of interest.

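The table pairs each gene with the forward and the reverse primer of its quantitative PCR. A search of the primers against the annotated transcripts of GRCm39 placed each of the 9 pairs in 1 gene. Acc1 is the gene Acaca, Nox2 is Cybb, Nrf2 is Nfe2l2, Sreb1f is Srebf1 and Il12 is Il12a, which encodes 1 of the subunits of interleukin 12. The Cyp2e1 pair lies in exons 2 and 3 of 9 of the canonical transcript and gives a product of 135 bp there. The Srebf1 pair lies in exons 6 and 7 of 19 and matched 19 annotated transcripts. Products in the canonical transcripts ran from 107 bp for Nfe2l2 to 143 bp for Srebf1. Each forward and reverse primer lie in different exons of the canonical transcript, so genomic DNA would give a longer product than that transcript. For Il12a the longest product in an annotated transcript, 274 bp against 111 bp in the canonical one, is as long as the genomic one. A primer of the Acaca pair also matched a transcript of 1 other gene, and the other primer of the pair did not.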

Supplemental Table 1.

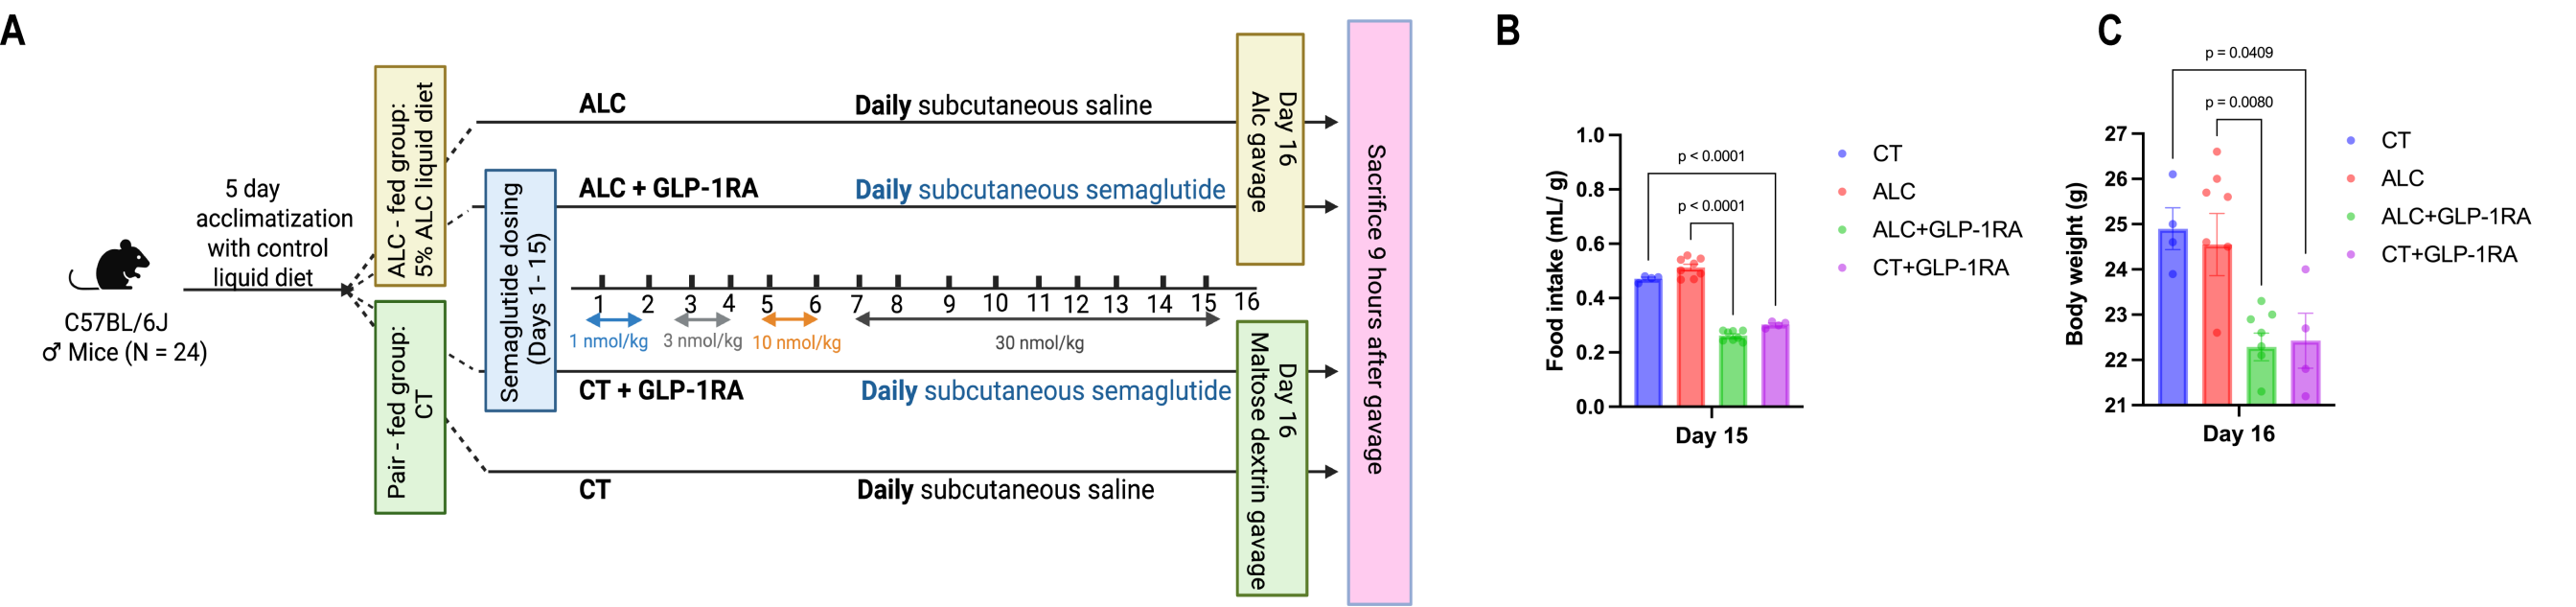

**Figure Supplementary 1:** GLP-1R agonism resulted in reduced food intake and ethanol consumption. **(A)** Experimental setup: following a 5-day acclimatization, 24 mice were divided into four groups—1) Control (CT), 2) Ethanol-fed (ALC), 3) Ethanol + GLP-1R agonist (ALC + GLP-1R), 4) Control + GLP-1R agonist (CT + GLP-1R). The semaglutide dosage regimen was escalated from 1 to 30 nmol/kg over 16 days. On day 16, mice in the ethanol groups received ethanol gavage with 5g/kg of body weight, and control groups received dextrin 9 h following gavage, mice were euthanized .

**(B)** Comparison of food intake between groups on day 15. Data are shown as mean  $\pm$  SD, with statistical analysis by one-way ANOVA with Holm-Šídák's test.

**(C)** Comparison of body weight between groups on day 16. Data are shown as mean  $\pm$  SD, with statistical analysis by one-way ANOVA with Holm-Šídák's test.

Figure Supplementary 2.

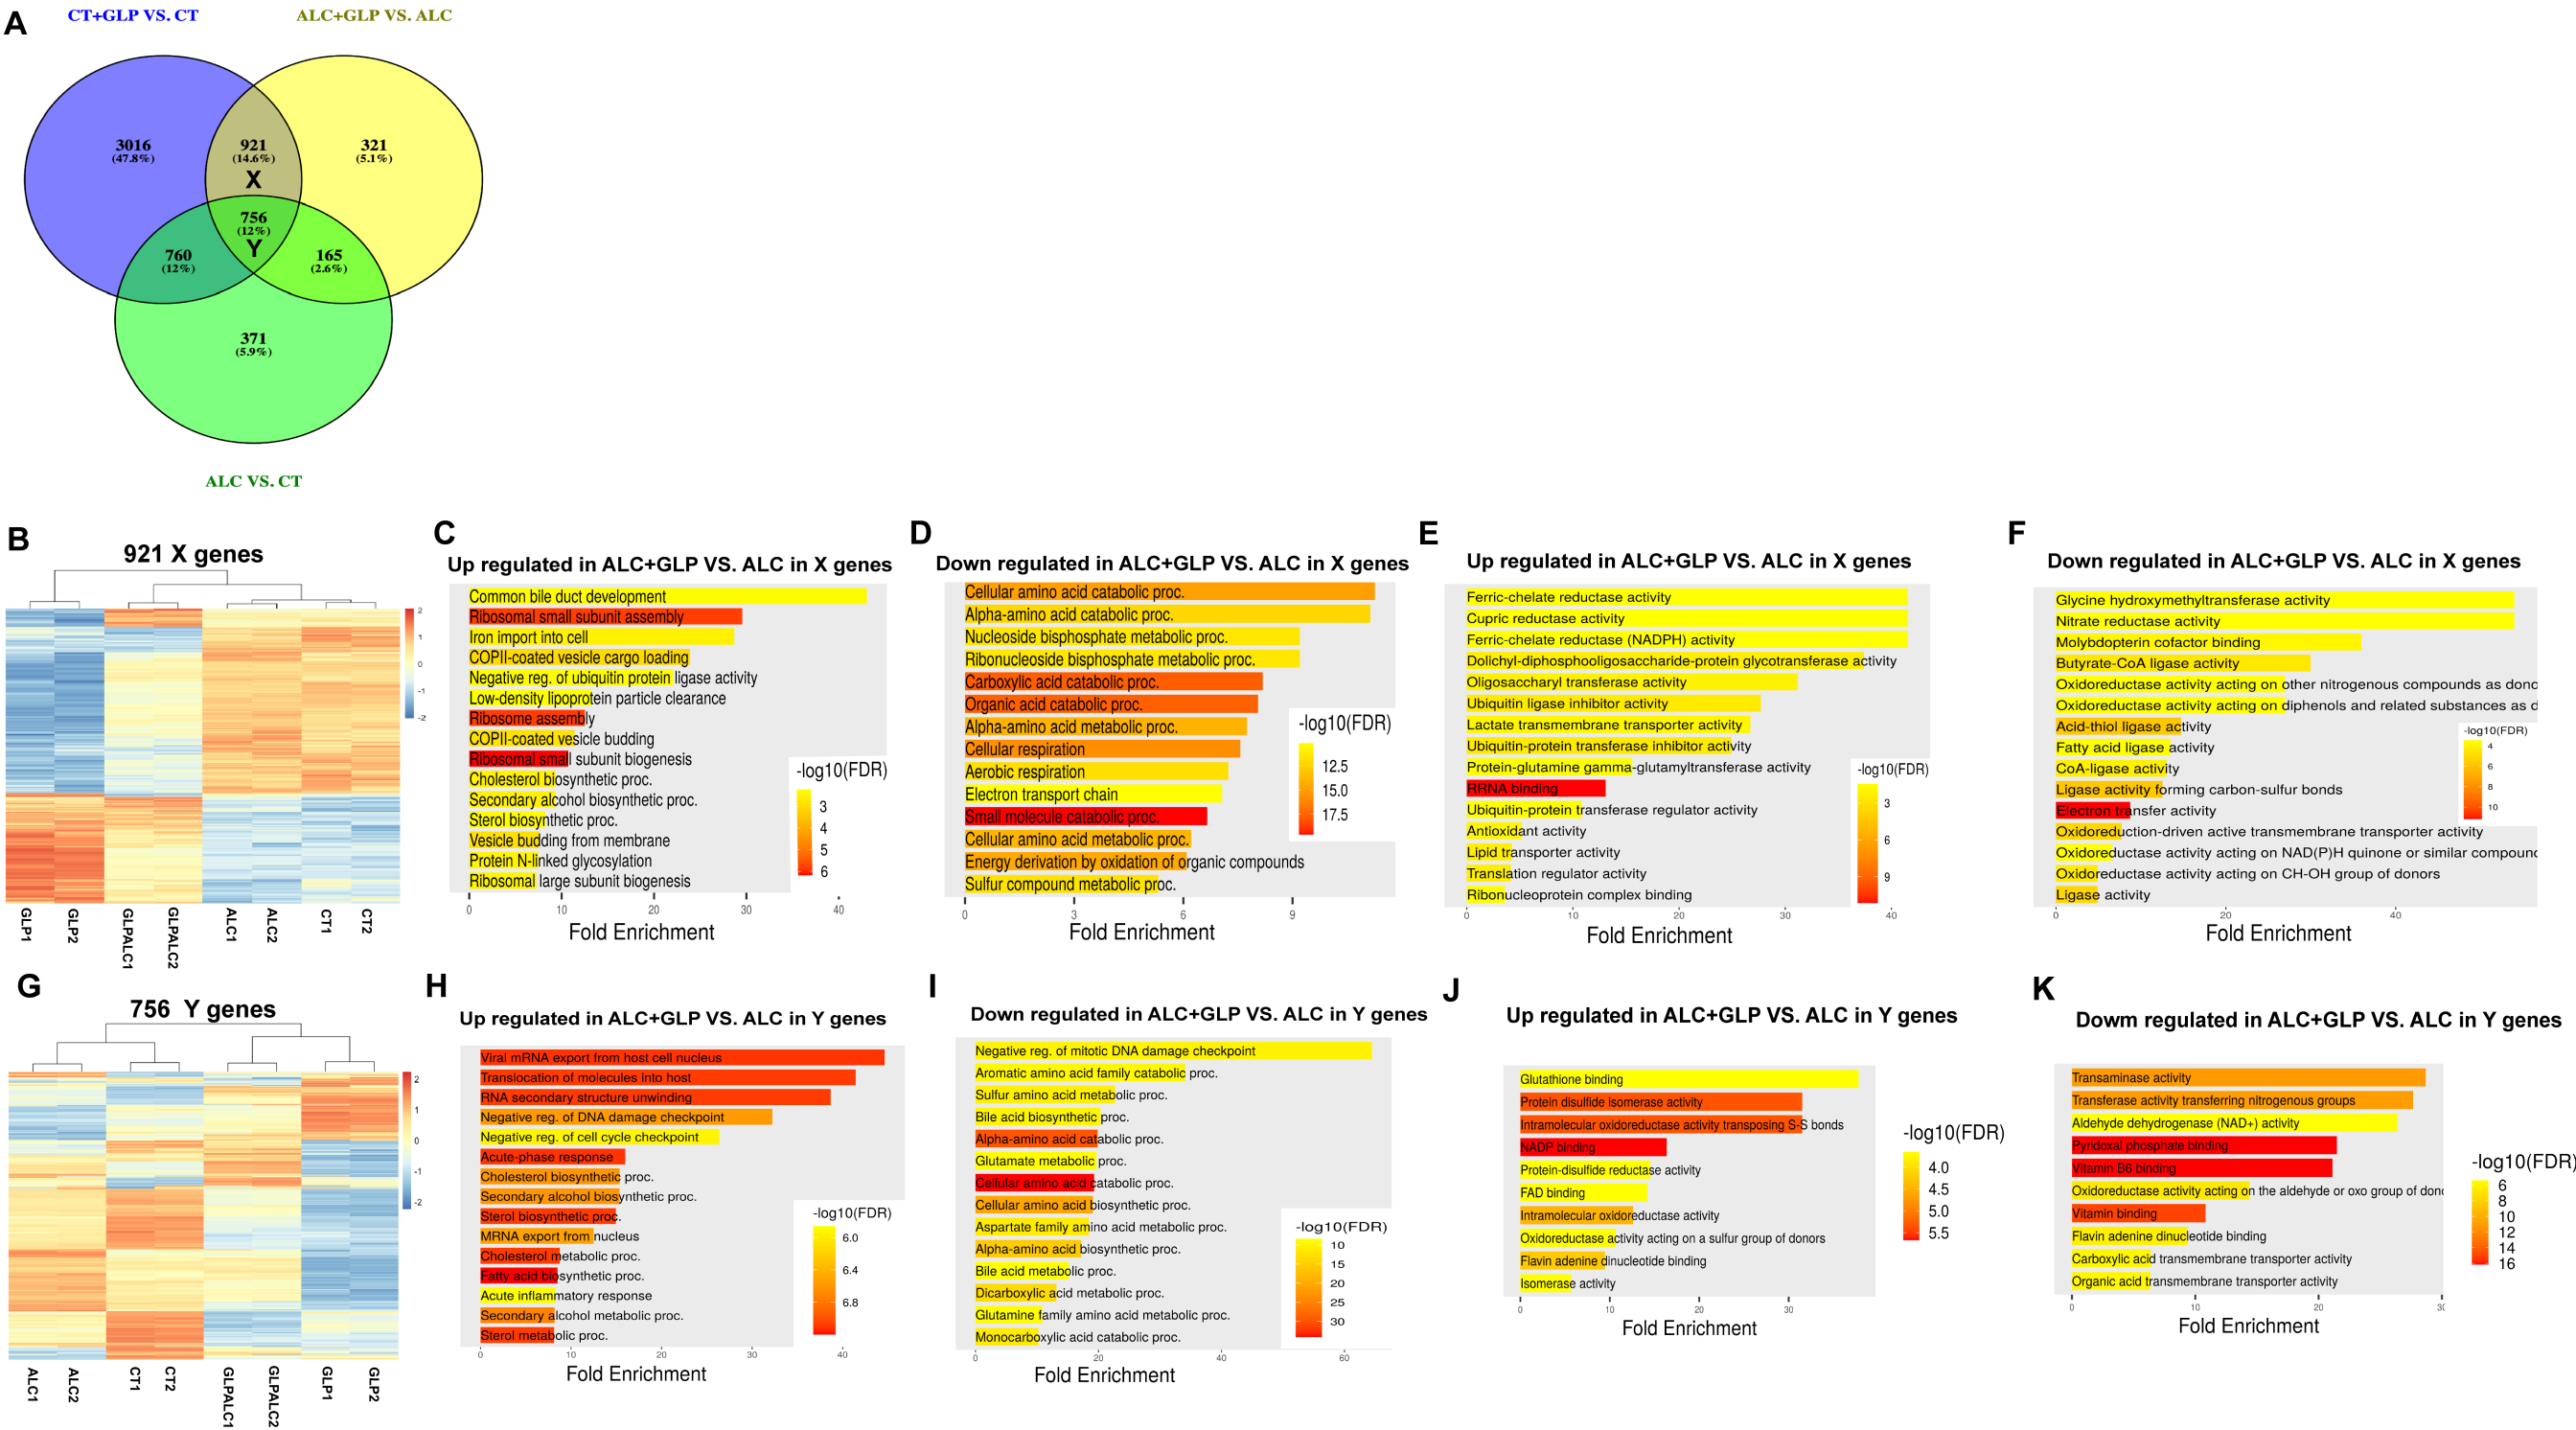

**Figure Supplementary 2:** GLP-1R Agonism Results in a Reduction in Many Genes Involved in Ethanol Metabolism.

- (A)** Venn diagram showing significant DEGs (p-adjusted < 0.05) across group comparisons: control + GLP-1R agonist vs. control alone (blue), ethanol + GLP-1R agonist vs. ethanol alone (yellow), and ethanol vs. control alone (green).
- (B)** Heatmap of the 921 significant DEGs (p-adjusted < 0.05) DEGs identified in the crossover region X of the Venn diagram.
- (C-F)** Enrichment analysis for molecular functions (MF) associated with DEGs in the ethanol + GLP-1R agonist vs. ethanol alone comparison in genes (X).
- (G)** Heatmap of the 756 significant DEGs (p-adjusted < 0.05) DEGs identified in the Venn diagram.
- (H-I)** enrichment analysis for molecular functions (MF) associated with DEGs in the ethanol + GLP-1R agonist vs. ethanol alone comparison in genes (Y).
- (J-K)** enrichment analysis for biological process (BP) associated with DEGs in the ethanol + GLP-1R agonist vs. ethanol alone comparison in genes (Y).

Figure Supplementary 3:

A

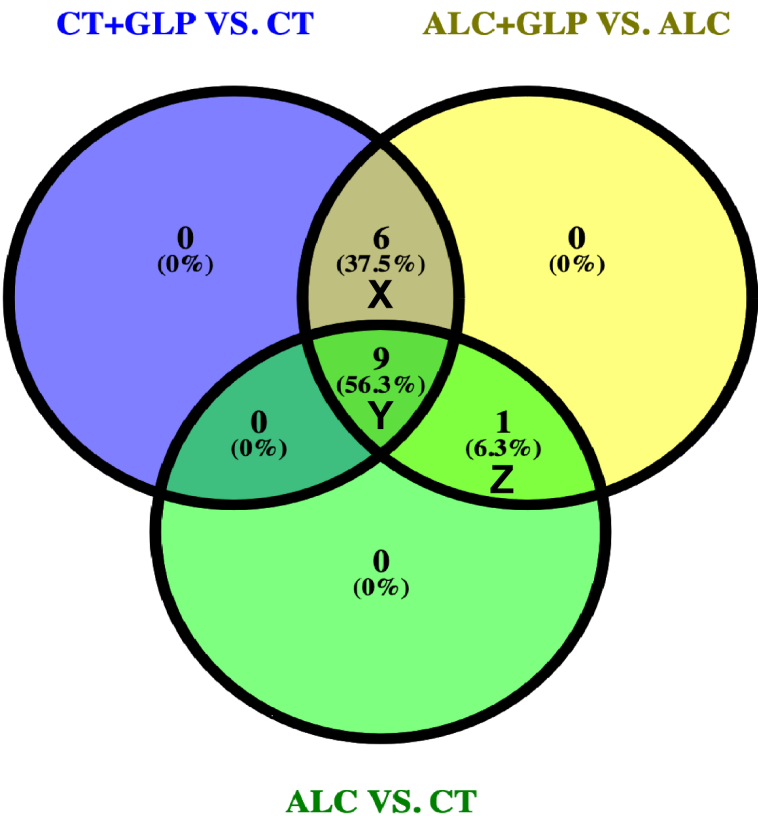

B

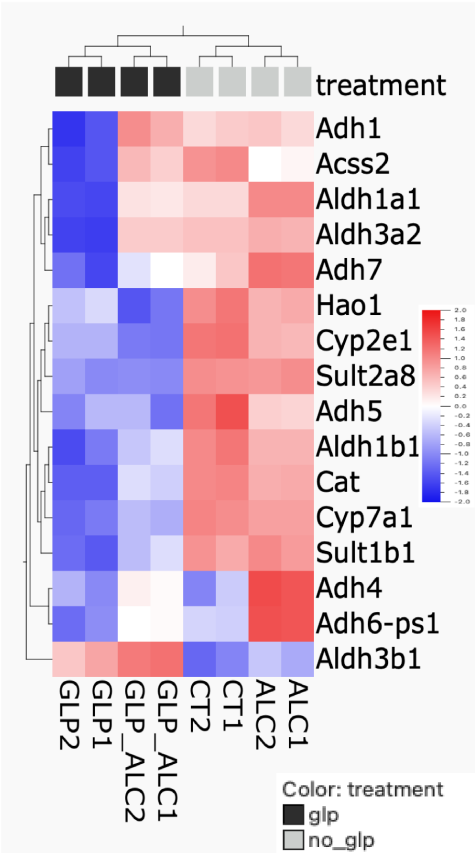

C

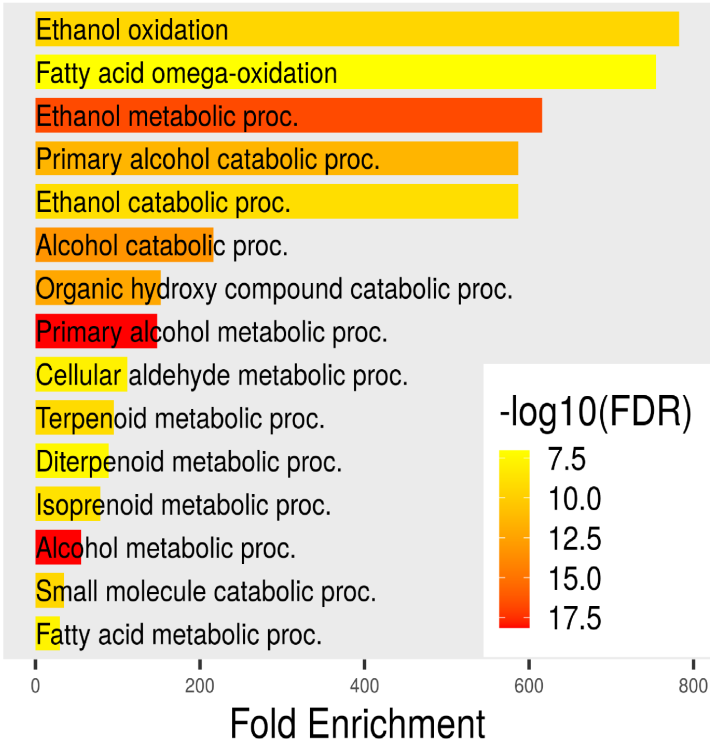

D

| X Genes                                                                                           | Y Genes                                                                                                                                           | Z Genes     |
|---------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| <i>Ald3b1</i><br><i>Hao1</i><br><i>Sult1b1</i><br><i>Sult2a8</i><br><i>Aldh1b1</i><br><i>Adh1</i> | <i>Aldh3a2</i><br><i>Cyp2e1</i><br><i>Cat</i><br><i>Acss2</i><br><i>Adh5</i><br><i>Cyp7a1</i><br><i>Aldh1a1</i><br><i>Adh7</i><br><i>Adh6-ps1</i> | <i>Adh4</i> |

**Figure Supplementary 3:** Ethanol Oxidation and Catabolism Related Genes are Regulated by Ethanol and by GLP-1R Agonism.

- (A)** Venn diagram of the significant (p-adjusted <0.05) DEGs involved in ethanol oxidation and catabolic processes, with comparisons as follows: control + GLP-1R agonist vs. control alone (blue), ethanol + GLP-1R agonist vs. ethanol alone (yellow), and ethanol vs. control alone (green).
- (B-C)** Heatmap of the significant (p-adjusted <0.05) genes associated with ethanol oxidation and catabolic processes, enriched for pathways based on the Kyoto Encyclopedia of Genes and Genomes (KEGG), with p-adjusted < 0.05.
- (D)** Distribution and the list of the significant (p-adjusted <0.05) DEGs (X, Y, Z) of ethanol oxidation and catabolic processes in the three comparisons.

How the deposited data were processed for this re-analysis (not part of the article)

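Bulk RNA sequencing of mouse liver from the ethanol study was analysed here, as 8 libraries in 4 groups of 2 (CT, CT+GLP, ALC and ALC+GLP). Samples were grouped by the diet and treatment in their labels, which give the same groups as the paper. The fasting study, the blood ethanol measurements, the quantitative PCR and the protein data were not analysed here.

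The authors checked the reads in Partek Flow, aligned them to mm39 with HISAT, counted them per Ensembl gene with HTSeq and deposited the raw counts without normalization. The paper's text does not state the annotation release or whether counting used strand. The authors also deposited a signal table of 24410 genes, in which each count was divided by 1 size factor per library. These factors equal DESeq2's median-of-ratios factors, and the table holds the genes with a total of at least 10 counts. That table was used for gene names, and 43 of its genes carry no name. The number of value columns without a sample was 0. From the deposited counts, everything else was computed here.

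Genes with a total of more than 10 counts over the 8 libraries were tested, 24094 in all. The test was edgeR 4.0.16's quasi-likelihood F-test (robust) with TMM scaling and 1 mean per group, and Benjamini-Hochberg adjustment over the genes tested, in R 4.3.3. Comparisons were CT+GLP vs CT, ALC+GLP vs ALC, ALC vs CT, ALC+GLP vs CT+GLP, and the interaction of semaglutide and diet, which is the semaglutide effect on the ethanol diet minus that on the control diet. A gene was called at an adjusted p under 0.05. All libraries entered 1 fit because 2 libraries per group leave few degrees of freedom, and the paper's text does not say which samples entered each of its fits. Levels are CPM, the counts divided by the TMM-scaled library size. With library totals from 12720258 to 18661636 counts, a gene at 3 counts or fewer in both libraries of a group was treated as at the floor. No fold is given where both groups are at the floor, and a lower bound is given where 1 is. Standard errors are the absolute log2 fold change divided by the square root of the test's F. That F draws its measure of spread from other genes and all libraries too, not from the 2 libraries of a group alone. Standard errors and floors cover counting error and spread between libraries, and the number of animals behind a library is not known.

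Gene lists, 24 in all with 515 of their 535 genes tested, were written before the data were examined and tested with camera (inter-gene correlation 0.01) and fry on voom values in limma 3.58.1, with Benjamini-Hochberg adjustment over 96 tests, and against sets X and Y with Fisher's exact test. Among them, the 16 genes of Supplementary Fig. 3D came from the paper, which drew them up on these libraries. Tests of that list are therefore not independent of the data. Family shares, and the shares of lists, were compared with 10000 draws of genes matched on expression, the latter added after seeing the data. Overlaps of comparisons that share libraries were set against 20 simulations of unchanged groups. Genes named in the text are the 16 genes of Supplementary Fig. 3D, the genes of Fig. 1C to E, Plin2 and Glp1r, and for 3 comparisons and the interaction the 3 largest rises and the 3 largest falls among called genes with a mean of at least 5 CPM, and, for a comparison of groups, both libraries of a group above both of the other. Fga, Csf3r and Slc40a1, named as the most abundant genes of their lists, are outside this rule.

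The analysis was tested on simulated counts for 23674 genes with 200 changed genes. These were drawn from genes with at least 5 CPM and changed by at least 2-fold, in CT+GLP alone. The edgeR fit recovered 199 of the 200 with 16 false calls, 7.44% of its calls, and made 1 call in a comparison with no change. Recovery of smaller changes, or with many genes changed at once, was not tested. Of the 8426 genes called in CT+GLP vs CT, 5765 were below 2-fold. DESeq2 1.42.0 recovered 195 with 0 false calls. The interaction was recovered for 196 genes by edgeR and 183 by DESeq2. Of 20 unchanged lists of 25 genes, 0 passed 0.05 with camera and 0 with fry.

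Alternatives set before the data were examined were filterByExpr, no filter, DESeq2's size factors, library size alone, DESeq2 on 8 or on 4 libraries, edgeR on 4 libraries, a replicate block, an adjusted p under 0.01, a change of at least 2-fold, fry in place of camera, and leaving out each library in turn. Added after seeing the data were a total of at least 10 counts, counts thinned to the smallest library, and offsets for GC content and transcript length, which had values for 99.3% of tested genes. With groups of 2, calls under other splits of the samples were not counted, and no test for a sample far from the others was run. Primers were matched to GRCm39 transcripts in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.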

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

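The tests of immune cells, of GC and length trends in the fasting, lipogenic and female-biased lists and of hepatocyte genes beside the male-biased list were chosen after their results, or the medians behind them, were seen. The others were chosen after the patterns were seen and before their own results were.

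The semaglutide effect differed between the diets for 5564 genes, called by edgeR's test of the interaction. The paper reports the 2 effects side by side and no test of their difference. Semaglutide changed more genes on the control diet than on the ethanol diet. At equal depth the ratio of the 2 counts was 2.43, and with GC and length offsets it was 2.09, so neither depth nor these trends account for the whole difference. Library size alone gave 5532 genes with an interaction, of which 47.9% were positive, against 57.9% of the 5564. No sequencing batch is given by the labels or the paper. The CT+GLP libraries also differed from each other most, with a mean chi-square per gene of 3.80 against 1.98 to 2.84 in the other groups. Each diet and treatment pair holds 2 libraries, and handling of a group as a whole cannot be separated from its treatment. A different food intake, ethanol itself and the gavage of that day stay open as untested biological explanations.

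The acute-phase list of 25 genes was higher with semaglutide on both diets, and its interaction had a median of -1.43 (camera adjusted p = 4.3e-44, fry adjusted p = 2.41e-05). The list was flagged for this interaction, so the value describes how the effects on the 2 diets differ and is no separate test. The median log2 fold change was 2.24 in CT+GLP vs CT (22 genes higher, 2 lower) and 0.71 in ALC+GLP vs ALC (22 higher, 2 lower). At equal depth 22 genes were called higher in CT+GLP vs CT, and with GC and length offsets the median was 2.28, so depth and these trends do not account for it. Neutrophil genes rose too, with a median of 1.77 when groups at the floor were set to the floor, and macrophage genes had a median of 0.74. Together these lists rose by 0.0753% of the rise of the acute-phase list in summed CPM, where Fga alone stood at 26000 in CT+GLP, Csf3r, the most abundant neutrophil gene, at 6.94 and Slc40a1, the most abundant macrophage gene, at 95.7. These 3 genes were chosen after their values were seen. Immune cells in the liver would have to bring far more of their own transcripts than that. Saa1 and Saa2 share sequence, so their reads may be split between them. A candidate explanation that remains is a hepatocyte response that was stronger on the control diet, for a reason that was not tested. Over the 8 fits that each left out a library the median interaction stayed between -1.45 and -1.40. Ethanol alone gave the list a median of -0.27 (ALC vs CT).

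Fasting-induced genes, 27 tested, moved in opposite directions on the 2 diets, with a median of -1.04 in CT+GLP vs CT and 0.33 in ALC+GLP vs ALC and a median interaction of 1.70 (camera adjusted p = 4.15e-50). Fed-state lipogenic genes did the same, -0.49 and 0.31, with a median interaction of 0.79 (camera adjusted p = 8.26e-33). In ALC vs CT their medians were -0.48 and 0.018, the latter from 0.0085 without ALC replicate 1 to 0.066 without CT replicate 1. Since lists of the fasted and the fed state fell together on the control diet, a change in feeding state alone gives no single account of both. At equal depth the medians of the fasting list were -1.04 and 0.339 on the 2 diets and its interaction 1.71, and those of the lipogenic list -0.499 and 0.328 with an interaction of 0.802. With GC and length offsets the interactions were 1.68 and 0.795, and the opposite signs remained, so neither depth nor these trends account for the change of sign. The paper reports lower intake of both diets with semaglutide, which stays open as an untested biological explanation.

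Female-biased genes, 22 tested, had a median of -0.88 in CT+GLP vs CT, 0.76 in ALC+GLP vs ALC and 1.50 for the interaction (camera adjusted p = 9.15e-10). With genes at the floor set to their bound the 2 medians were -0.88 and 0.66. Leaving out ALC replicate 1 moved the median in ALC+GLP vs ALC to 1.15. Several of these genes belong to families with near-identical members, among them Cyp2a4, so shared reads stay open. The signs stayed opposite at equal depth, with an interaction of 1.39, and with GC and length offsets, with 1.43, which speaks against depth and these trends as the cause. No biological explanation was tested.

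Male-biased genes, 21 tested, were lower as a list with semaglutide on both diets, in genes the paper does not discuss. In CT+GLP vs CT the median was -1.50 (camera adjusted p = 3.22e-15, 16 genes lower and 1 higher). In ALC+GLP vs ALC it was -1.02 (camera adjusted p = 3.13e-52, 18 genes lower and 0 higher). Against 47 other hepatocyte genes, those of the pericentral and periportal lists, the male-biased median was lower by 0.541 on the control diet (permutation of genes, p = 0.0366) and by 0.704 on the ethanol diet (a difference of -0.704, permutation p = 2e-04), so a lower signal for hepatocyte genes in general does not account for the whole fall. The other hepatocyte genes fell too, with medians of -0.954 and -0.314, so part of it stays open. Mup7 and other members of its family share reads. The interaction was not past its threshold with camera (median -0.25, adjusted p = 0.168) and was with fry (adjusted p = 0.0402). Without ALC+GLP replicate 1 that median was -0.0099, and without CT+GLP replicate 1 it was -0.083. A candidate explanation is a weaker growth hormone or androgen signal at lower food intake, which was not tested. The list was higher in ALC vs CT, with a median of 0.53.

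ALC+GLP vs CT+GLP, a comparison the paper does not report, had 7002 called genes, 3830 higher and 3172 lower on the ethanol diet, against 3651 in ALC vs CT. At equal depth it had 6574. With library size alone the majority was the other way, 3370 higher and 3595 lower. It shares the CT+GLP libraries with the first comparison, so the 2 counts are not independent, and a property of those libraries and an effect of semaglutide on the control diet cannot be separated in it.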

How the results depend on the processing

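The counts of called genes, the sizes of sets X and Y and the number of listed ethanol genes in their set were recomputed under up to 10 alternatives set before the data were examined and 3 added after. Under the alternatives set before, 62 of these values stayed within 1.5 times and 16 did not, and under those added 24 did. The fits to 4 libraries give no interaction.

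Requiring a 2-fold change gave 2661 genes in CT+GLP vs CT, 622 in ALC+GLP vs ALC, 617 in ALC vs CT, 1675 in ALC+GLP vs CT+GLP, 1699 for the interaction, 237 in set X, 68 in set Y and 3 listed ethanol genes in their set, because most called changes are smaller. Of the 237, 157 were in set X in the reported analysis. It also left 0 Adh, 2 Aldh and 15 Cyp genes in X or Y. With DESeq2 on 4 libraries, the counts were 5452 in CT+GLP vs CT, 2191 in ALC+GLP vs ALC, 1973 in ALC vs CT, 4451 in ALC+GLP vs CT+GLP, 949 in set X and 746 in set Y. With DESeq2 on 8 libraries, ALC+GLP vs ALC had 2437 and ALC vs CT 2262. The calls it made were mostly shared with edgeR, 2427 of 2437 and 2256 of 2262. The cause of the difference between the tools was not tested.

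Replicate numbers did not pair the samples: deviations of same-numbered libraries from their group means had correlations from -0.0452 to 0.0685 across genes. With the replicate block, the counts were 8329, 3696, 3561 and 6891 genes in the 4 comparisons in the order above and 5488 for the interaction, with 1539 genes in X and 1241 in Y, and Adh1 in ALC+GLP vs ALC had an adjusted p of 0.0567.

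Library size alone as the scaling raised the median of all genes in CT+GLP vs CT to 0.11, from 0.02. It also changed which direction held more of the called genes in each of the 4 comparisons and the interaction. In ALC vs CT 48.2% were higher in the reported analysis, 56.7% with library size alone and 40.3% with DESeq2 on 8 libraries, so no excess in either direction is claimed. The direction of the listed ethanol genes with an adjusted p under 0.05 stayed the same under each scaling.

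Values near 0 changed sign, none of those with a test past its threshold. With library size alone these were Sult2a8 in ALC vs CT (0.015), the interaction of Cyp2e1 (-0.046), Adh4 (0.074) and Fasn (0.047) in CT+GLP vs CT, and, as list medians, electron transport chain (0.029), cholangiocyte genes (0.021) and the listed ethanol genes (0.032) in ALC vs CT and the interaction of ribosome biogenesis (-0.064). With filterByExpr they were Adh4 in CT+GLP vs CT (0.0032), neutrophil genes (0.47) and macrophage genes (-0.00048) in ALC vs CT, and the interaction of ribosome biogenesis (-0.00057). Macrophage genes in ALC vs CT were also negative with DESeq2 size factors (-0.0074) and with DESeq2 on 8 libraries (-0.0075). With GC and length offsets they were the interactions of Aldh3b1 (0.043), Cyp2e1 (-0.027) and ribosome biogenesis (-0.0092), Adh1 in ALC vs CT (-0.0073), Adh4 in CT+GLP vs CT (0.095) and COPII vesicle budding in ALC vs CT (-0.00011). The cause was not tested.

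Across the fits that each left out a library, sign changes were seen in the log2 fold changes of Sult2a8 (-0.063 to 0.025), Adh1 (-0.0072 to 0.036) and Srebf1 (-0.032 to 0.066) in ALC vs CT, of Adh4 (-0.11 to 0.077) and Fasn (-0.11 to 0.017) in CT+GLP vs CT, of Nfe2l2 in ALC+GLP vs ALC (-0.034 to 0.11), and in the interactions of Aldh3b1 (-0.11 to 0.051) and Sult2a8 (-0.21 to 0.043). Among list medians they were endothelial and stellate cell genes in CT+GLP vs CT (-0.016 to 0.076) and in the interaction (-0.10 to 0.024), and cholangiocyte genes in ALC+GLP vs ALC (-0.38 to 0.026) and in ALC vs CT (-0.0056 to 0.11). In ALC vs CT they were also electron transport chain (-0.017 to 0.0040), COPII vesicle budding (-0.017 to 0.042), female-biased genes (-0.12 to 0.046), neutrophil genes (-0.11 to 0.67), macrophage genes (-0.025 to 0.026) and the listed ethanol genes (-0.022 to 0.015). The interaction of ribosome biogenesis ran from -0.0063 to 0.069.

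Among the other results, 2 single-gene results and 4 list results that passed their threshold no longer did so under at least 1 alternative set before the data were examined. The single-gene results were Adh1 in ALC+GLP vs ALC and Adh5 in ALC vs CT. Another 1 single-gene result and 10 list results passed under at least 1 of them and not in the reported analysis. Alternatives added after the data were seen took 1 single-gene result below its threshold and 5 past it, and moved 14 list medians, which had no test there, by more than the spread between libraries. Depth limits the genes with few counts. Mpo had 0 counts in the 8 libraries, Il12a, Il12b and Glp1r were under the filter, and Il6 was at the floor in CT, ALC and ALC+GLP, so no change in them was detectable at this depth.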

Differences from the paper's values

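The number of genes in set X was 1558 here, against the paper's 921. Of the alternatives set before the data were examined, 3 came within 1.5 times of the paper's value, DESeq2 on 4 libraries (949), DESeq2 on 8 libraries (1080) and an adjusted p under 0.01 (1230). The others did not, with 1574 for filterByExpr, 1509 for no filter, 1565 for DESeq2's size factors, 1506 for library size alone, 1564 for edgeR on 4 libraries, 1539 for the replicate block and 237 for a 2-fold change. The paper's methods name DESeq2 and an adjusted p under 0.05.

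Set Y held 1274 genes here and 756 in the paper. DESeq2 on 4 libraries (746), DESeq2 on 8 libraries (866) and an adjusted p under 0.01 (890) came within 1.5 times of the paper's value. The values with filterByExpr (1313), no filter (1209), DESeq2's size factors (1252), library size alone (1320), edgeR on 4 libraries (1453), the replicate block (1241) and a 2-fold change (68) did not.

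The same 3 alternatives came within 1.5 times of the other areas of Supplementary Fig. 2A that differ. Genes in ALC+GLP vs ALC and ALC vs CT only were 322 here, against about 170 in the paper's Supplementary Fig. 2A, and 164 with DESeq2 on 4 libraries, 170 with DESeq2 on 8 libraries and 209 at an adjusted p under 0.01. Genes in ALC+GLP vs ALC only were 643 here and about 320 in the paper's Supplementary Fig. 2A, with 332, 321 and 437 under these alternatives, and 253 with a 2-fold change, which was also within 1.5 times. Genes in ALC vs CT only were 678 here and about 370 in the paper's Supplementary Fig. 2A, with 341, 383 and 480, and 247 with a 2-fold change, also within 1.5 times. Genes in CT+GLP vs CT and ALC vs CT only were 1377 here and about 760 in the paper's Supplementary Fig. 2A, with 722, 843 and 916. The remaining alternatives set before the data were examined did not reach the paper's value in these areas.

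Some directions of the paper's quantitative PCR in Fig. 1C to E differ from these libraries. The paper shows Fasn and Acaca higher with ethanol and lower again with semaglutide on ethanol. Here Fasn was lower in ALC than in CT (log2 fold change -0.80, edgeR adjusted p = 2.18e-52) and higher in ALC+GLP than in ALC (1.62, adjusted p = 6.49e-95). Acaca was higher in ALC than in CT (0.37, adjusted p = 7.26e-16) and higher still in ALC+GLP (1.28 against ALC, adjusted p = 4.34e-74). Srebf1 was lower in ALC+GLP than in ALC, a direction the paper also shows (-0.54, adjusted p = 7.21e-18), and did not differ between ALC and CT (0.02, adjusted p = 0.892, and -0.032 without CT replicate 2), where the paper shows a rise. The paper shows Cybb raised by ethanol and lowered by semaglutide, and here it did not differ between ALC and CT (-0.10, adjusted p = 0.716, and -0.062 without ALC replicate 2) and was higher in ALC+GLP than in ALC (0.67, adjusted p = 1.19e-06). For Nfe2l2 the paper's text states a suppression with semaglutide, while its Fig. 1D shows a fall with ethanol and a return with semaglutide. Here Nfe2l2 was lower in ALC than in CT (-0.20, adjusted p = 0.0075) and did not differ between ALC+GLP and ALC (0.04, adjusted p = 0.777, and -0.034 without ALC+GLP replicate 2). Plin2 mRNA was higher in ALC+GLP than in ALC (0.71, adjusted p = 8.47e-41), while the paper shows less perilipin 2 staining with semaglutide. Mpo, Il6 and Il12a were at or near the floor here. Genes on the other strand overlap Acaca (Tada2a), Srebf1 (Rai1), Nfe2l2 (E030042O20Rik) and Cybb (Xk), and Mir6922 lies on the strand of Srebf1, so their counts may hold reads of these genes. The paper states that ethanol raises many genes of ethanol metabolism, and of the 16 listed genes 5 were higher and 5 lower in ALC than in CT.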

Other observations

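The tests of a library deposited more than once, of blood, of exchanged labels, of Cyp2e1 and of the library preparation were chosen after their results were seen.

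The 2 libraries of a group differed little, with biological coefficients of variation from 0.033 to 0.060. The mean chi-square per gene was at least 1.98 in every group, above the value of about 1 that sampling noise gives, which speaks against a single library deposited under both names. Whether the 2 libraries of a group hold RNA of the same mouse or of a pool of mice cannot be told apart from separate mice, because 0 immunoglobulin variable segments had 50 counts in any pair. If the libraries share an animal, the p-values describe those animals and not the conditions.

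The first 3 principal components held 62.2%, 18.8% and 9.23% of the variance. On the first, CT+GLP lay at 54.1 and 52.9, ALC+GLP at -2.51 and -1.23, CT at -26.0 and -26.6 and ALC at -25.4 and -25.2.

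Directions of Fig. 1C and D were compared for 5 genes with enough counts, 10 directions in all. As labelled the libraries met 5, with 4 called differences against them. Over the 24 assignments of the group names to the pairs of libraries the most met was 7 and the fewest called differences against them was 2, so some assignments come closer than the labels. As 0 assignments had no called difference against a direction, exchanged group labels do not account for all of the differences.

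Cyp2e1 was lower with semaglutide by nearly the same amount on both diets. Its interaction of 0.0314, beside the acute-phase list's interaction of -1.43, speaks against suppression in proportion to the acute-phase response as the whole cause. With library size alone the interaction of Cyp2e1 was -0.046. The acute-phase list rose on both diets, so a suppression that does not scale with it stays open. Clock genes that peak with Dbp had medians of -1.31 and -0.30 on the 2 diets and a median interaction of 1.01 (camera adjusted p = 8.6e-10). Those that peak with Bmal1 had -0.10 (-0.064 without CT replicate 1), 0.45 and 0.44 (camera adjusted p = 0.00952, not past 0.05 with DESeq2 on 8 libraries). Cyp2e1, unlike these lists, moved alike on both diets. The lists also differed between the diets without semaglutide. In ALC vs CT the Dbp list had a median of 0.22 (0.131 without CT replicate 2). The Bmal1 list had -1.23 there, or -1.18 with groups at the floor set to it. As the diets did not start alike, these values cannot exclude a shift of clock phase or feeding time for Cyp2e1. Loss of the pericentral programme as a whole cannot be told apart. Without Cyp2e1, the pericentral list's median was above the periportal list's by 0.251 on the control diet (permutation p = 0.3 over 24 genes each) and by 0.087 on the ethanol diet (p = 0.642), within the spread of the genes. Of the 24 other pericentral genes 15 were lower and 5 higher on the control diet, and 14 lower and 0 higher on the ethanol diet. In ALC vs CT the 2 list medians were 0.25 and -0.53.

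Haemoglobin transcripts were low and differed between groups. Hba-a1 was at 1.11 ± 0.0998 CPM (SD, n = 2 libraries) in CT, 18.9 ± 2.24 in CT+GLP, 13.1 ± 1.51 in ALC and 9.12 ± 0.355 in ALC+GLP, and Hbb-bs at 1.26, 22.7, 10.9 and 9.05. Hba-a1 shares reads with a near-identical copy. The erythroid list had medians of 2.12, -0.25 and 1.48 in CT+GLP vs CT, ALC+GLP vs ALC and ALC vs CT with groups at the floor set to it. Before that setting, the ALC+GLP vs ALC value ran to -0.39 without ALC+GLP replicate 1. A different amount of blood left in the livers cannot be told apart from other sources. Neutrophil genes, which blood would bring too, had a median of -0.0654 in ALC vs CT, but 8 of the 12 have a group at the floor, and the median before that setting ran to 0.67 without CT replicate 1.

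7SK RNA, which has no poly(A) tail, took at least 0.436% of the counts in each library. This does not decide between poly(A) selection and rRNA depletion, since no library of known preparation was compared.

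Genes named by the rule fixed before the data were examined included A2m, at least 192-fold higher in CT+GLP than in CT, where it was at the floor, Saa2 (log2 fold change 6.72) and Gm56817 (6.63), which overlaps Tifa on the other strand. The largest falls in CT+GLP vs CT were Pitx3 (-6.11) and Elovl3 (-5.07), which overlap on opposite strands and may share reads, and Upp2 (-4.88), all of which were also lower in ALC+GLP vs ALC. In ALC+GLP vs ALC, Cyp2a4 (4.94), Saa1 (3.05) and Saa2 (3.00) rose most and Hsd3b5 (-4.07), Gm3734 (-3.68) and Mup7 (-3.58) fell most. In ALC vs CT, Hba-a1 (3.53), Hbb-bs (3.06) and Serpina12 (2.37) rose most. The largest falls were Gm42031 (-3.71), with 106 and 39 counts in the 2 ALC libraries, Pitx3 (-3.31) and Cdkn1a (-3.19). For the interaction, the largest positive values were Cyp2a4 (5.28), Acot3 (4.90) and Acot1 (4.76), and the largest negative ones A2m, Cxcl1 (-6.40) and Gm56817 (-5.39). Each of these had an adjusted p under 0.05 from edgeR's test, and genes on the other strand overlap Upp2, Cyp2a4, Hbb-bs, Serpina12, Cdkn1a and Acot3, and Acot3 also has a gene on its own strand. Near-identical relatives of Cyp2a4, Acot1, Acot3, Saa1, Saa2, Mup7 and Hba-a1 may share their reads.

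Of the remaining lists, endothelial and stellate cell genes had medians of 0.05, -0.12 and 0.14 in CT+GLP vs CT, ALC+GLP vs ALC and ALC vs CT, and the first was -0.016 without CT+GLP replicate 2. Cholangiocyte genes had medians of 0.16 (0.036 without CT+GLP replicate 1), -0.19 (0.026 without ALC+GLP replicate 1) and -0.014 (0.11 without ALC replicate 2). Other Adh and Aldh genes had -0.44, -0.21 and -0.09. Macrophage genes were higher with semaglutide on the ethanol diet too, with a median of 0.59, and 11 of the 16 were in set X.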
